# Enriched Alternative Splicing in Islets of Diabetes-Susceptible Mice

**DOI:** 10.3390/ijms22168597

**Published:** 2021-08-10

**Authors:** Ilka Wilhelmi, Alexander Neumann, Markus Jähnert, Meriem Ouni, Annette Schürmann

**Keywords:** alternative splicing, epigenetic, MicroRNA, RNAseq, diabetes, β-cell failure

## Abstract

Dysfunctional islets of Langerhans are a hallmark of type 2 diabetes (T2D). We hypothesize that differences in islet gene expression alternative splicing which can contribute to altered protein function also participate in islet dysfunction. RNA sequencing (RNAseq) data from islets of obese diabetes-resistant and diabetes-susceptible mice were analyzed for alternative splicing and its putative genetic and epigenetic modulators. We focused on the expression levels of chromatin modifiers and SNPs in regulatory sequences. We identified alternative splicing events in islets of diabetes-susceptible mice amongst others in genes linked to insulin secretion, endocytosis or ubiquitin-mediated proteolysis pathways. The expression pattern of 54 histones and chromatin modifiers, which may modulate splicing, were markedly downregulated in islets of diabetic animals. Furthermore, diabetes-susceptible mice carry SNPs in RNA-binding protein motifs and in splice sites potentially responsible for alternative splicing events. They also exhibit a larger exon skipping rate, e.g., in the diabetes gene *Abcc8*, which might affect protein function. Expression of the neuronal splicing factor *Srrm4* which mediates inclusion of microexons in mRNA transcripts was markedly lower in islets of diabetes-prone compared to diabetes-resistant mice, correlating with a preferential skipping of SRRM4 target exons. The repression of *Srrm4* expression is presumably mediated via a higher expression of miR-326-3p and miR-3547-3p in islets of diabetic mice. Thus, our study suggests that an altered splicing pattern in islets of diabetes-susceptible mice may contribute to an elevated T2D risk.

## 1. Introduction

More than 420 million people worldwide suffer from type 2 diabetes (T2D), meaning that 1 out of 11 adults is affected, and the prevalence is constantly rising. In the pre-diabetic state, pancreatic β-cells can compensate for insulin resistance by increasing β-cell mass and insulin secretion. Obese mice which are hyperglycemic and insulin-resistant, such as New Zealand Obese (NZO) mice, are used as a model system in this context. However, B6-ob/ob mice, which carry a mutation in the *Leptin* gene, become obese and insulin-resistant without developing diabetes, and therefore serve as non-diabetic controls. Working with mouse models of divergent genotypes and different diabetes susceptibility gives insights into genetic marks that are associated with the onset and progression of the disease. Transcriptome analysis of the two mouse strains identified significant differences in expression profiles of genes that are associated with β-cell proliferation, survival and primary cilia function [1,2,3].

While the focus so far was to identify diabetes genes via their differential expression, here we focused on alternative splice events and analyzed RNA-seq data. The majority of coding genes undergo alternative splicing, which enhances the proteome complexity and tremendously increases the genome’s coding capacity [4,5]. Alternative splicing is a tightly regulated process which requires the recognition of splice sites and catalytic reactions of splicing activators and repressors [6]. These splicing regulators are RNA binding proteins (RBPs) such as the trans-acting SR proteins, a family of proteins with a domain enriched for serine (S) and arginine (R) residues, and the heterogeneous nuclear ribonucleoproteins (hnRNPs). On the one hand, SR proteins predominantly bind to short motifs of the RNA in exonic regions and are positive splicing regulators that foster exon inclusion [7]. On the other hand, hnRNPs preferentially bind to intronic sequences and promote exon skipping by steric blocking of splicing factor binding [8,9]. However, there is evidence for a position-dependent effect on RBP function. SR proteins activate splicing only when recruited upstream of the 5’ splice site, whereas hnRNPs can activate splicing only when bound downstream of the 5’ splice site [10]. Mutations in RBP-binding motifs can lead to gain or loss of function of splicing. Binding of exonic repressors enhance splicing when bound to introns and exonic activators can repress splicing when bound to introns [11]. Alternative splicing affects gene expression [12] and alters protein function, including the secretory pathway [13]. About 50–60% of disease-associated mutations are splice defects, and 15% of all inherited diseases are caused by mis-splicing [14]. The group of Decio L. Eizirik, for instance, studied the impact of splicing switches on autoimmune type 1 diabetes and detected alterations in T-cells and lymph node stromal cells as well as in β-cells that were exposed to pro-inflammatory cytokines [15,16,17]. As splicing generally occurs co-transcriptionally, it is conceivable that exon inclusion or exclusion from the mature mRNA is also influenced by epigenetic alterations including histone modifications [18] and DNA methylation [19]. For instance, histone deacetylases (HDACs) influence the selection of specific pairs of splice sites in many genes. In particular, local histone modifications including H3K36me3 and H3K9me3 as well as acetylation label chromosomal regions surrounding alternative exons to influence splicing [20]. 

Here, we present a comprehensive study of alternative splicing in islets of Langerhans of a mouse model for T2D. 

## 2. Results

### 2.1. Differential Alternative Splicing in Islets of Diabetes-Prone and -Resistant Mice

NZO and B6-ob/ob-mice differ in their susceptibility to developing diabetes. The use of a specific feeding regimen consisting of a carbohydrate-free diet for 15 weeks followed by a 2-day carbohydrate challenge represents a diabetogenic stimulus sufficient to induce alterations in gene expression, finally leading to β-cell loss in NZO mice [1,2]. This particular dietary stimulus was applied for the current study (Figure 1A) and led to significantly increased blood glucose levels in NZO compared to B6-ob/ob mice without affecting body weight (Supplementary Figure S1A,B). 

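Islet RNA of 5 NZO mice, which become diabetic, and of 5 B6-ob/ob mice, which stay free of diabetes, was read by RNAseq on a HiSeq 4000 in pairs of 125 bp. The mice had been fed without carbohydrates, for 15 weeks by the paper's results and up to an age of 18 weeks by its methods, and then received carbohydrates for 2 days. The paper's methods name the Micro version of the miRNeasy kit and the sample labels its Mini version, and the labels give pancreas as the source where the paper gives isolated islets. The authors quantified transcripts with Salmon, compared the strains with DESeq2, and measured splicing with Whippet on the Ensembl mm10 annotation, with no versions given in the sources used here. The files used here hold the authors' comparisons of the 2 strains, with no value per mouse. For 35214 genes, the authors' deposited table gives a mean normalized count over all 10 libraries and a log2 fold change, and for 19244 of them an adjusted p. For 167895 splicing events it gives the PSI (percent spliced in, here a proportion from 0 to 1) of each strain, with the mice of a strain pooled, the ∆PSI of NZO minus B6-ob/ob, and Whippet's probability that the strains differ. For this reason no SD, no number of mice per direction and no depth per mouse can be given with any value, and the depth is unknown. Log2 fold changes are written here as NZO relative to B6-ob/ob, the reverse of the sign in the deposited file. The sign was settled from Table 1 and from genes that C57BL/6J mice lack or carry in a disrupted form, chosen after their values were seen: in that direction, the authors' deposited table gives 1.73 for *Nnt*, 7.18 for *Ifi202b* and 12.13 for *H2-Ea-ps*. A gene was called differentially expressed at an adjusted p under 0.05 with no limit on the fold change, since the paper's text names no threshold, and a splicing event at an absolute ∆PSI over 0.1 with a probability over 0.9.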

RNAseq data from isolated islets of both strains were screened for alternative splicing events with a focus on (i) differential expression of histones and chromatin modifiers, (ii) microexons, (iii) enriched RNA binding protein motifs, and (iv) SNPs located in splicing relevant sequences (Figure 1A). Principal component analysis of the RNAseq dataset revealed consistent gene expression within the two groups, and a high variation between them (Figure 1B). 

The screening for alternative splicing detected 894 significant events (∆PSI > 0.1, probability > 0.9) in 730 genes. Among these, about half of the alternatively spliced genes (*n* = 381) showed a differential expression. 

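Some cassette exons were used in most transcripts of one strain and in few of the other. In the authors' deposited table, an exon of 84 nt of *Hyi*, which encodes a hydroxypyruvate isomerase, had a PSI of 0.969 in NZO and 0.18 in B6-ob/ob islets. In the opposite direction, the authors' deposited table gives 0.0414 and 0.869 for an exon of 65 nt of the membrane protein gene *Tmem44*, and 0.0544 and 0.924 for an exon of 146 nt in the untranslated region of the zinc finger gene *Zfp949*. An exon of 143 nt of *Lipo3*, a member of the lipase family, fell from 0.991 to 0.12 in the authors' deposited table, and one of 93 nt of the noncoding transcript *A330102I10Rik* from 0.899 to 0.118. Of 121990 tested cassette exons, retained introns and alternative 3' and 5' splice sites in the authors' deposited table, 839 in 696 genes passed both limits. Their median absolute ∆PSI was 0.232, and 102 of them shifted by over 0.5. With a limit of 0.2 on the ∆PSI, 490 events in 413 genes passed, and with a probability over 0.95, 499 events in 420 genes.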

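Of the alternatively spliced genes with an adjusted p in the authors' deposited table, 398 of 663 were differentially expressed (60.0%), 233 lower and 165 higher in NZO islets. Of the other genes with a tested splicing event, it was 6942 of 12371 (56.1%; two-sided Fisher's exact test, p = 0.049). Among all genes, 4459 were higher and 4568 lower in NZO islets at an adjusted p under 0.05 in the authors' deposited table, the cut chosen here. The authors' own set of significant genes, all with a log2 fold change of at least 1 either way, has 1221 higher and 1628 lower. With a mean normalized count of at least 100, the largest differences in the authors' deposited table include the enolase gene *Eno1b* with a log2 fold change of 12.05, and in the other direction *S100z*, of a family of calcium-binding proteins, with -10.49, the histocompatibility gene *H2-Q2* with -9.99 and the zinc finger gene *Zfp979* with -9.03. Of the 46 genes with that count higher in NZO islets by a log2 fold change of at least 5, 28 are annotated as pseudogenes. Whether reads placed on a similar gene account for the large differences named above was not tested. Markers of acinar cells, of which islet preparations can carry some, were mostly lower. Of 20, 11 were lower and 1 higher (the same counts when adjusted over the list alone). For alternatively spliced genes, the difference from other genes was past 0.05 by a small margin. It was lost among genes with a mean normalized count of at least 10 (60.4%, Fisher's exact test, p = 0.0824). With a log2 fold change of at least 1 either way, the share was 19.5% against 12.0% (Fisher's exact test, p = 8.03e-08).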

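Of 43 genes of insulin secretion and exocytosis with a tested event, 14 had a significant event of any type in the authors' deposited table (adjusted p = 0.0115, two-sided Fisher's exact test against all other genes, adjusted over 19 lists). The authors' deposited table shows shifted transcription starts in *Prkca*, the gene of protein kinase C alpha, with a ∆PSI of 0.523, and in *Exph5*, which encodes a Rab27 effector, with 0.381, and a shifted polyadenylation site in the adenylate cyclase gene *Adcy4* with -0.38. In levels, the authors' deposited table has 10 of the 44 measured genes higher and 18 lower in NZO islets (11 higher and 18 lower when adjusted over the list alone), among them the calcium release channel gene *Ryr2* with a log2 fold change of -1.92, the SNARE gene *Snap25* with -0.92, the adenylate cyclase gene *Adcy5* with 1.16 and *Sytl4*, the gene of granuphilin, with 1.07. Of 61 endocytosis genes, 13 had a significant event (adjusted p = 0.202): in the authors' deposited table, an intron of the scaffold gene *Itsn1* had a PSI of 0.0875 in NZO against 0.857 in B6-ob/ob islets, and the ∆PSI was 0.386 for a transcription start of *Eps15l1* and -0.376 for one of *Rab11b*, whose product acts in recycling endosomes. Of the 62 measured, 18 were higher and 21 lower (the same counts when adjusted over the list alone), with the Arf6 exchange factor genes *Psd4* at -1.55 and *Psd3* at -1.12, the dynamin gene *Dnm1* at 1.52 and *Arap2* at 0.93 on the log2 scale in the authors' deposited table. Of 78 genes of ubiquitin-mediated proteolysis, 18 had an event (adjusted p = 0.0637), and the authors' deposited table gives a ∆PSI of -0.807 for a polyadenylation site of the conjugating enzyme gene *Ube2j2*, 0.688 for one of the ligase gene *Itch*, 0.807 for an exon of *Klhl13* and -0.468 for an exon of *Fancl*. Of 80 measured, 18 were higher and 17 lower (the same counts when adjusted over the list alone); the authors' deposited table has the ligase genes *Syvn1* at 1.11, *Herc3* at -1.03 and *Herc1* at -0.64 and the conjugating enzyme gene *Ube2c* at -1.33. Table S1 had been read when these lists were written, so their splicing counts are not independent of the genes the study found, and the KEGG sets themselves are not used here. Some of the named starts and polyadenylation sites differ by few bases. The stretch concerned has 3 nt in *Ube2j2* and *Eps15l1* and 6 nt in *Adcy4*. It has 84 nt in *Rab11b*, 105 nt in *Exph5*, 154 nt in *Prkca* and 2487 nt in *Itch*. The paper's spliced genes come from 4 event types, while these counts cover all 8, with transcription starts and polyadenylation sites. The sets of events are therefore unlike, and no list test on those 4 types alone was run. By the same Fisher's exact test, the call for insulin secretion was lost with a probability over 0.95 (16.3% against 8.03% of other genes, adjusted p = 0.22). It was also lost for cassette exons alone (11.9% against 3.03%, adjusted p = 0.0554), while endocytosis passed for them (13.3%, adjusted p = 0.0043).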

According to KEGG pathway enrichment analysis, alternatively spliced genes are enriched in molecular functions such as endocytosis and insulin secretion (Figure 1C, Supplementary Table S1). 

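Among significant events, exons were mostly skipped and introns mostly kept in NZO islets. Of 468 significant cassette exons in 390 genes, the authors' deposited table has 322 lower and 146 higher in NZO islets, and of 197 retained introns in 179 genes, 42 lower and 155 higher. Alternative 3' splice sites went both ways, with 44 lower and 52 higher among 96 in the authors' deposited table, as did alternative 5' splice sites, with 36 lower and 42 higher among 78. The authors' deposited table gives a PSI of 0.0189 in NZO and 0.985 in B6-ob/ob islets for an intron of *Eif2s2*, the gene of a subunit of translation factor eIF2, and 0.0948 and 0.712 for one of *Dennd1c*, an exchange factor gene for Rab proteins. Introns kept more often in NZO islets in the authors' deposited table were those of *Brat1* with 0.891 and 0.101, the Ras GTPase-activating protein gene *Rasa4* with 0.917 and 0.284, *Commd5* with 0.898 and 0.316, and the ribosomal protein gene *Rpl35a* with 0.919 and 0.0216. Against an even split, the exact binomial test gave p = 2.67e-16 for cassette exons, p = 2.02e-16 for introns, p = 0.475 for 3' and p = 0.572 for 5' splice sites. An even split is not the share among all events, since 72.1% of tested cassette exons and 35.8% of tested introns were lower in NZO islets. Against tested events that were not significant, a comparison chosen after seeing the data, the share lower did not differ detectably for cassette exons (68.8% against 72.1%; Fisher's exact test, p = 0.11) and was smaller for introns (21.3% against 36.3%; p = 1.01e-05). The result for cassette exons depends on the background. Against exons of mean PSI 0.1 to 0.9 that were not significant, also chosen after seeing the data, the share was larger (68.8% against 59.9%, Fisher's exact test, p = 0.000117). In *Rpl35a*, chosen for this check after its values were seen, the gene itself had a log2 fold change of -2.06 and its pseudogene *Rpl35a-ps3* one of 9.62 in the authors' deposited table.

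**Figure D1:**
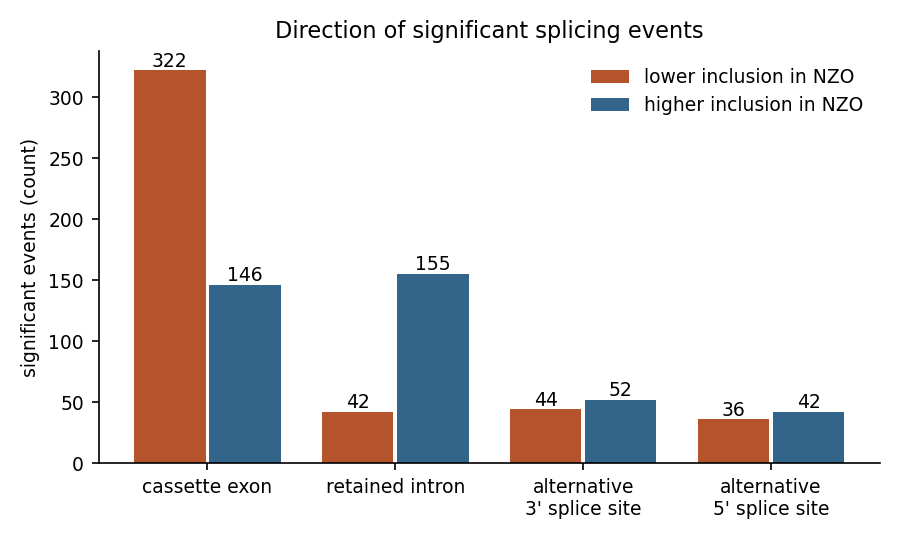
Counts of significant splicing events by type, on an axis from 0, with a bar for events with lower and one for events with higher inclusion in NZO than in B6-ob/ob islets. The bars for cassette exons stand at 322 and 146 and those for retained introns at 42 and 155.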

Most alternative splicing events affect cassette exons (*n* = 502), followed by cases of intron retention (*n* = 204) and alternative 3’ (*n* = 98) and 5’ splice sites (*n* = 90), respectively (Figure 1D, donut). 

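Each significant cassette exon was placed on the GENCODE M21 annotation of GRCm38, the build behind the authors' mm10 coordinates. In coding sequence lay an exon of 197 nt of *Cenpf*, the gene of a centromere protein, with a PSI of 0.193 in NZO and 0.931 in B6-ob/ob islets in the authors' deposited table, and one of 86 nt of the centrosome gene *Sdccag8*, with 0.721 and 0.966. In untranslated regions lay an exon of 26 nt of the mitochondrial ribosome gene *Mrpl24*, chosen after its values were seen, with 0.569 and 0.465 in the authors' deposited table. On noncoding transcripts lay exons of *Gm26782*, with 0.686 and 0.0598, and *4930412L05Rik*, with 0.881 and 0.258 in the authors' deposited table. Of the 468 exons, 380 in 317 genes overlapped coding sequence (81.2%), 50 an untranslated region alone (10.7%) and 38 only noncoding transcripts, in 32 genes (8.12%). No significant cassette exon lay outside the annotated transcripts.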

The majority of alternatively spliced cassette exons are located within the coding sequence of the gene (347 events in 273 genes) (Figure 1D, open green circle). Skipping of these exons preserves the reading frame in 55% (*n* = 150) of cases, whereas 40% (*n* = 109) result in a frame shift. This is significantly different from the expected rate of frameshift induction upon random exon skipping, which is 66%. 

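An exon that can be left out without a change of reading frame is one of 33 nt of *Vps39*, whose product acts in vesicle fusion with lysosomes, with a PSI of 0.043 in NZO and 0.81 in B6-ob/ob islets in the authors' deposited table. Exons that shift the frame include those of 77 nt in *Zpbp*, with 0.134 and 0.891, and of 137 nt in *Slc7a2*, which encodes a cationic amino acid transporter, with 0.828 and 0.269 in the authors' deposited table. Counted by gene, significant coding exons kept the frame in 173 of 317 genes (54.6%) and shifted it in 132 (41.6%). Kept frames were more frequent than 1 in 3 (two-sided exact binomial test, p = 9.1e-15). Since exons in general do not have random lengths, the other tested exons were also taken as a background: 210 of 380 significant coding exons had a length divisible by 3 (55.3%) against 42397 of 107213 coding exons that were not significant (39.5%; two-sided Fisher's exact test, p = 8e-10). Over all 468 cassette exons it was 235 (50.2%; 95% confidence interval 45.6 to 54.8, exact) against 43527 of 110464 (39.4%; p = 2.5e-06). Most exons of these backgrounds are near-constitutive. Of 7600 exons with a mean PSI of 0.1 to 0.9 that were not significant, 44.9% had such a length (Fisher's exact test against the 468, p = 0.0277). That background was chosen after seeing the data and was not run for coding exons. The call over all cassette exons was lost with a ∆PSI over 0.2, at 45.4% (Fisher's exact test, p = 0.0565).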

Notably, a small number of the splicing events (5%) which might induce a frameshift have multiple alternative exons that can rescue the reading frame if skipped together (*n* = 14). However, only half of the frameshift-inducing events are associated with differential gene expression (Figure 1D, open gray circle). This suggests that most of the alternative splicing events identified in the islets of diabetes-susceptible mice contribute to proteins with altered functions rather than affecting expression levels. 

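In 12 of the 317 genes with a significant coding cassette exon (3.79%), several significant exons, not all of them divisible by 3, add up to a length that is. *Abcc8*, the gene of a subunit of the potassium channel of β-cells, is one of them. Another is *Alg6*, the gene of a glucosyltransferase of N-glycan synthesis, in which all 5 significant exons were more included in NZO islets, the one of 90 nt with a PSI of 0.977 in NZO and 0.367 in B6-ob/ob islets in the authors' deposited table, and add up to 513 nt. Of these 12 genes, 11 were differentially expressed in the authors' deposited table, 7 lower and 4 higher in NZO islets, and *Abcc8* is the exception. *Nnt* counts 2 times in these numbers, since the annotation holds it under 2 gene identifiers with the same 2 exons.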

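Of the 132 genes whose significant coding exons shift the frame, 76 were differentially expressed in the authors' deposited table (57.6%), 53 lower and 23 higher in NZO islets. Of 172 genes whose exons keep the frame and which have an adjusted p, it was 106 (61.6%), 67 lower and 39 higher. Both kinds occur among genes with large shifts in expression: in the authors' deposited table, *Cenpf*, with a frame-shifting exon, had a log2 fold change of -1.46 (adjusted p = 0.00438) and *Pbx4*, with an exon of 117 nt that keeps the frame, -1.37 (adjusted p = 0.00837). Differential expression was not detectably related to a shift of the frame (two-sided Fisher's exact test, p = 0.482), and a mean fold change of a gene does not show which of its transcripts changed. From the share of frame-shifting events without a change in expression, the paper proposes that most events lead to proteins with other functions and not to other levels of expression.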

### 2.2. Altered Expression of Histones and Chromatin Modifiers

Recent studies showed that the chromatin accessibility as well as histone deacetylase (HDAs) activity influence splice site selection [21,22,23]. Therefore, we analyzed the expression pattern of histone and chromatin modifiers in order to evaluate the degree of the chromatin accessibility in islets of the two mouse models. In NZO islets, 22 genes were expressed at higher levels and 54 at lower levels than in B6-ob/ob (Figure 2). 

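Called histone genes and histone chaperones were mostly lower in NZO islets. Of 28 measured, the authors' deposited table has 2 higher and 13 lower (the same counts when adjusted over the list alone), among them the histone genes *H2afj* with a log2 fold change of -2.17, *Hist1h2be* with -1.97 and *Hist1h1c* with -1.60, and *Asf1b*, the gene of a histone chaperone, with -1.53. Of 12 acetyltransferases, none was higher and 4 lower (the same counts when adjusted over the list alone): *Ncoa1* at -0.88, *Kat6a* at -0.87, *Ep300* at -0.77 and *Kat2b* at -0.47 on the log2 scale in the authors' deposited table. Of 19 histone demethylases, 5 were higher and 9 lower (the same counts when adjusted over the list alone), and the authors' deposited table gives -1.02 for *Kdm8*, -0.71 for *Kdm7a*, -0.68 for *Kdm6a* and 0.64 for *Jmjd6*. Over these lists and the deacetylases and methyltransferases, 24 of 114 measured genes were higher and 44 lower. The direction of called genes differed from that of all other called genes for histones and chaperones (adjusted p = 0.0234 over 19 lists, two-sided Fisher's exact test), but not detectably for acetyltransferases (0.264) and demethylases (0.609). Genes of Fig. 2 were put in these lists, which are therefore not independent evidence of its direction, and acinar cell markers also were more often lower (11 of 20). The call for histones was lost with an adjusted p under 0.01, with 10 lower and 2 higher (adjusted p = 0.105), and with a log2 fold change of at least 1 (adjusted p = 0.194).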

As depicted in the heatmap in Figure 2, around 60% of the HDACs and the methyltransferases were downregulated in islets of NZO mice, which could in theory reflect a higher degree of chromatin accessibility. This downregulation might be a potential mechanism to modulate alternative splicing in islets. 

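Histone deacetylases went both ways in a list wider than Fig. 2. Of 18 measured, the authors' deposited table has 6 higher and 4 lower in NZO islets (7 higher and 5 lower when adjusted over the list alone): *Hdac9* with a log2 fold change of -2.17 and the sirtuin gene *Sirt5* with -1.30 were lower, and *Hdac10* with 0.57 and *Sirt4* with 0.47 higher. Deacetylases with smaller or no called changes include *Hdac5* at -0.42, *Hdac1* at -0.44, *Hdac11* at -0.19 (adjusted p = 0.0603) and *Hdac4* at 0.04 (adjusted p = 0.832) in the authors' deposited table. Of 37 histone methyltransferases and their partners, 11 were higher and 14 lower (the same counts when adjusted over the list alone), with *Suv39h2*, which methylates H3K9, at -1.30, *Ezh2*, which methylates H3K27, at -0.81, *Kmt5b* at -0.71 and *Smyd5* at 0.82 in the authors' deposited table. Further genes of Fig. 2 in the authors' deposited table were *L3mbtl3* at -0.67, *Ash1l* at -0.50, *Rbbp5* at -0.21, *Ash2l* at -0.19, *Dot1l* at 0.32 and *Ehmt2* at 0.24. Of the 35 called genes of both lists, 18 were lower (51.4%), which is 32.7% of the 55 measured. Of the 16 genes read by eye from the deacetylase and methyltransferase panels of Fig. 2, 7 were called lower and 3 higher in the authors' deposited table, with 3 and 1 among deacetylases and 4 and 2 among methyltransferases. Neither list differed detectably in direction from all other called genes (adjusted p = 0.646 and 0.771, two-sided Fisher's exact test). The direction of the deacetylases turned on few genes. With an adjusted p under 0.01, 4 were lower and 3 higher (57.1% lower), and with a log2 fold change of at least 1, 2 were lower and 0 higher. From lower expression of these enzymes, the paper proposes that NZO chromatin might be more accessible.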

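Factors of the U2 step of splicing, which recognize the branch point and the 3' splice site, were more often higher than lower in NZO islets. Of 21 measured, the authors' deposited table has 10 higher and 3 lower (the same counts when adjusted over the list alone), among them *U2af1* with a log2 fold change of 0.53, *Sf3b6* with 0.51, *Phf5a* with 0.49 and *Sf3b5* with 0.40. *Snrpb2*, which encodes a protein of the U2 particle, was at -0.26, *U2surp* at 0.23 and *U2af2* at 0.02 (adjusted p = 0.812) in the authors' deposited table. Of 20 with a tested event, 3 had a significant one (adjusted p = 0.793): in the authors' deposited table, an exon of 67 nt of *U2af1* had a PSI of 0.286 in NZO and 0.159 in B6-ob/ob islets, and the ∆PSI was -0.287 for a transcription start of *U2surp* and 0.166 for a polyadenylation site of *Phf5a*. The stretch concerned has 6 nt in *U2surp* and 949 nt in *Phf5a*. The direction of the called members did not differ detectably from that of all other called genes (adjusted p = 0.129, two-sided Fisher's exact test).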

The lower part of the heatmap depicts the expression pattern of the small nuclear RNA (snRNA) U2 family, components of the spliceosome complex, facilitated by open chromatin structure [20].

### 2.3. Differences in Splicing of Microexons in NZO and B6-ob/ob Islets

A specific type of exon known to retain the reading frame of the mRNA and to influence the protein’s properties is the so-called microexons. These are small exons 3–30 nucleotides in length and are found in brain, heart and muscle cells, whereas a number of microexons are exclusively regulated in the brain [24]. Inclusion of microexons in mRNA transcripts is mediated by a neuronal-enriched splicing factor the serine/arginine repetitive matrix 4 (SRRM4) [25]. Insulin-producing β-cells are described to express neuronal-specific genes [26]. We found that *Srrm4* is expressed in B6-ob/ob islets at similar levels as in neuronal tissue. In contrast, islets of NZO mice exhibit low expression levels, as validated by qRT-PCR, which correlate with exon skipping/inclusion rate in comparison with neuronal and non-neuronal tissues (Figure 3A,B). 

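*Srrm4*, the splicing factor gene of neuronal microexons, was lower in NZO islets, with a log2 fold change of -0.37 (adjusted p = 0.00141) and a mean normalized count of 587 in the authors' deposited table. This is 0.775 times the level in B6-ob/ob islets. Its paralog *Srrm3*, which also acts on microexons, was higher in the authors' deposited table, with a log2 fold change of 0.38 (adjusted p = 0.00509). Values of neuronal and other tissues and the qRT-PCR are not analysed here.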

In line with this, known SRRM4 target exons are preferentially skipped in islets of NZO mice (Figure 3B). 

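Most microexons whose use differed were skipped more often in NZO islets. In the authors' deposited table, an exon of 12 nt of the cell adhesion gene *L1cam* had a PSI of 0.167 in NZO and 0.536 in B6-ob/ob islets, one of 9 nt of the Arf GTPase-activating protein gene *Asap2* 0.107 and 0.477, and one of 24 nt of the ankyrin gene *Ank2* 0.454 and 0.806. The authors' deposited table also gives 0.629 and 0.899 for 15 nt of the actin regulator gene *Abi1*, 0.447 and 0.645 for 27 nt of *Git1*, and 0.601 and 0.796 for 18 nt of the kinesin gene *Kif1b*. More included in NZO islets were an exon of 18 nt of the synaptotagmin gene *Syt17*, with 0.884 and 0.332, and one of 23 nt of *Trim30a*, with 0.924 and 0.361 in the authors' deposited table. Of 44 significant exons of 3 to 30 nt in 42 genes, out of 1110 tested, 37 were lower in NZO islets (84.1%; 95% confidence interval 69.9 to 93.4, exact; two-sided exact binomial test, p = 5.3e-06), and 40 had a length divisible by 3. Of longer exons, 285 of 424 were lower (67.2%; two-sided Fisher's exact test, p = 0.0253). Of the 24 exons of Table S2, which the study chose on these samples and which are not independent evidence, 23 were found in the authors' deposited table, and all 22 of them past both limits were lower. With a ∆PSI over 0.2, 14 of 19 were lower (73.7%, exact binomial test, p = 0.0636), and the difference from longer exons was lost at that limit (p = 0.465), with a probability over 0.95 (p = 0.279) and for 3 to 27 nt (p = 0.0861). Microexons with a mean PSI of 0.1 to 0.9 that were not significant were lower in 58.1% of 229, against 60.0% of longer exons (Fisher's exact test, p = 0.584). The paper sets the skipping beside the lower level of *Srrm4* and states that known targets of SRRM4 are preferentially skipped in NZO islets.

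**Figure D2:**
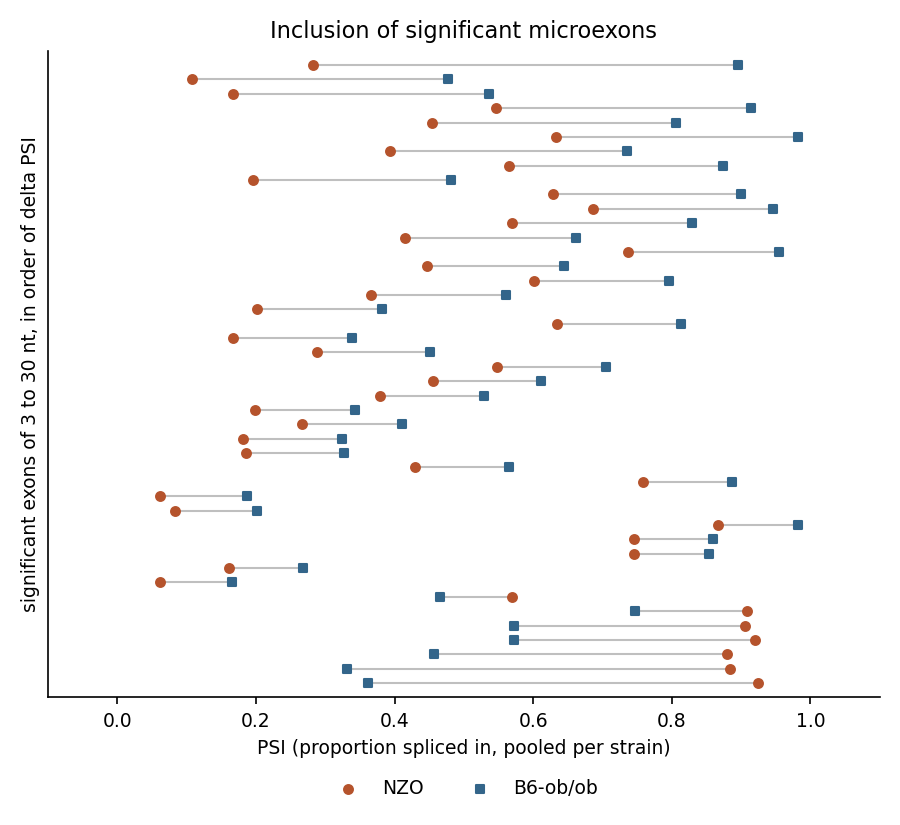
PSI of each significant exon of 3 to 30 nt in NZO (circles) and B6-ob/ob islets (squares), on a scale from 0 to 1, pooled over the mice of a strain, with exons in order of the ∆PSI. For 37 of the 44 exons the circle lies at the lower PSI.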

The same exons are associated with autism spectrum disorder [27]. Altered microexons are also found in genes encoding for proteins involved in cellular processes like vesicle mediated exocytosis and secretion such as *Dctn1* (Dynactin subunit 1) or *Sptan1* (Spectrin alpha, non-erythrocytic 1) (Supplementary Table S2). 

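*Dctn1* encodes the large subunit of dynactin, which links cargo to the dynein motor. Its exon of 15 nt, from 83197319 to 83197333 on chromosome 6 of mm10 and in coding sequence, had a PSI of 0.198 in NZO and 0.343 in B6-ob/ob islets in the authors' deposited table (∆PSI -0.145, probability 0.969). The gene also used an alternative first exon more often in NZO islets, with 0.304 and 0.0795 in the authors' deposited table. *Sptan1* encodes a spectrin chain of the membrane skeleton, and its coding exon of 15 nt, from 30014158 to 30014172 on chromosome 2, had 0.455 and 0.611 (∆PSI -0.157, probability 0.971) in the authors' deposited table. A longer exon of *Sptan1*, of 60 nt, was also used less in NZO islets, with 0.64 and 0.821 in the authors' deposited table. The level of *Dctn1* was higher by a log2 fold change of 0.21 (adjusted p = 0.0138), and that of *Sptan1* was not detectably different at 0.09 (adjusted p = 0.147) in the authors' deposited table.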

The latter is involved in regulated Ca^2+^ dependent exocytosis [28], a process also important for insulin release from pancreatic β-cells. 

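*Ptk2* encodes focal adhesion kinase. An exon of 21 nt of it, from 73275621 to 73275641 on chromosome 15 and annotated on a noncoding transcript, had a PSI of 0.634 in NZO and 0.813 in B6-ob/ob islets in the authors' deposited table (∆PSI -0.179, probability 0.938). *Gnas* encodes the stimulatory G protein alpha subunit, and its exon of 24 nt, from 174328108 to 174328131 on chromosome 2 and in an untranslated region, had 0.853 and 0.654 in the authors' deposited table (∆PSI 0.199). With a probability of 0.619, the exon of *Gnas* did not pass the limit of 0.9. Neither gene differed detectably in level in the authors' deposited table, with a log2 fold change of 0.05 (adjusted p = 0.764) for *Ptk2* and -0.10 (adjusted p = 0.163) for *Gnas*. The exon of *Mpp7* is not analysed here.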

Alternative microexons are further found in genes encoding for proteins involved in cell growth and proliferation (e.g., *Ptk2*, *Gnas*), or in the regulation of cell polarity and cell adhesion (e.g., *Mpp7*) (Supplementary Table S2). In order to clarify the molecular basis for the lower *Srrm4* expression in NZO islets, we took advantage of our miRNome data from islets of the two mouse models [29] in combination with a computation framework for target prediction [30]. Thereby, we detected two microRNAs, miR-326-3p and miR-3547-3p, which are expressed at a significantly higher level in NZO than in B6-ob/ob islets (Figure 3C), and may target and silence *Srrm4* expression. Taken together, our data support the idea that disrupted splicing patterns of cassette exons and microexons in NZO islets might contribute to a disease-promoting environment and the development of T2D, as suggested earlier for other diseases [31]. 

### 2.4. Role of Neuron-Specific Splicing Factors and Enrichment of Affected RNA Binding Protein Motifs Splicing Relevant

As the neuron-specific splicing factors NOVA1, RBFOX and CELF are significantly enriched in human islets [17], we tested whether this was true for mRNA levels of the murine orthologs. 

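*Rbfox2*, of a family of splicing factors that bind UGCAUG, was lower in NZO islets in the authors' deposited table, with a log2 fold change of -0.50 (adjusted p = 1.27e-06), while *Nova1* was at 0.04 (adjusted p = 0.868) and its paralog *Nova2* at -0.33 (adjusted p = 0.00924). Of 32 measured tissue-specific splicing factors, the authors' deposited table has 5 higher and 12 lower (the same counts when adjusted over the list alone). The largest called differences in the authors' deposited table were *Elavl2* at -1.90, *Khdrbs3* at -0.81, *Mbnl1* at -0.78 and *Rbm24* at -0.75. No difference was detectable in the authors' deposited table for *Celf4* at -0.06 (adjusted p = 0.568), *Celf5* at 0.36 (adjusted p = 0.37) and *Rbfox1* at 0.52 (adjusted p = 0.653). Of 27 of these genes with a tested event, 4 had a significant one (adjusted p = 0.793): *Mbnl2* used an exon of 36 nt at a PSI of 0.184 in NZO and 0.372 in B6-ob/ob islets, and the ∆PSI of polyadenylation sites was 0.443 in *G3bp2*, 0.395 in *Rbfox2* and 0.33 in *Mbnl1* in the authors' deposited table. The stretch at these polyadenylation sites has 18 nt in *G3bp2*, 254 nt in *Rbfox2* and 19 nt in *Mbnl1*. The direction of the called members did not differ detectably from that of all other called genes (adjusted p = 0.273, two-sided Fisher's exact test).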

Expression of *Nova1* and *Rbfox2* is significantly lower in NZO islets in comparison to B6-ob/ob (Figure 4). Several NOVA1 target genes are involved in exocytosis, apoptosis, insulin receptor signaling and others [32], indicating that a lower abundance of this splicing factor in NZO islets participates in their β-cell loss. Another important candidate is the diabetes gene *Glis3*, a transcription factor which regulates splicing of the pro-apoptotic BH3 protein Bim. Accordingly, the suppression of *Glis3* increases β-cell apoptosis [33]. In NZO islets, *Glis3* expression is significantly lower than in B6-ob/ob islets (Figure 4).

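*Glis3* was 0.366 times as high in NZO as in B6-ob/ob islets, with a log2 fold change of -1.45 (adjusted p = 2.72e-38) and a mean normalized count of 2417 in the authors' deposited table. *Bcl2l11*, the gene of Bim, was lower as well, at -0.62 (adjusted p = 0.00196) in the authors' deposited table.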

Splicing changes are orchestrated by regulatory networks [34]. We were interested in whether the differential splicing events in diabetes-susceptible islets are coordinated by specific master splicing factors. Thus, in order to identify possible common regulators of the observed splicing changes, we performed a motif analysis for enriched RBP motifs and investigated the abundance of 47 RBP motifs in and around alternative exons that were identified in NZO islets. The enrichment analysis revealed that the RBP motifs which were significantly associated with exon inclusion in NZO mice were TUT1, SRSF7, PCBP2 (located upstream introns), G3BP2 and SRSF1 (found downstream exons). Exons with lower inclusion levels in NZO islets harbored motifs of SRSF3, PCBP1, HHNRNPK, SRSF10, RBM24, BRUNOL5, HNRNPBH2, and SRSF10 within the exon or flanking introns (Figure 5A). 

In order to evaluate the molecular basis for the high number of different splicing events between diabetes-resistant and diabetes-susceptible mice, we screened for SNPs in the vicinity of alternative exons. For intronic SNPs, sequences 15–500 nucleotides up- and downstream of alternative exons were analyzed. SNPs adjacent to splice sites were supposed to be within 15 nucleotides up- or downstream of splice sites, and exonic SNPs were within the whole exon except for the already mentioned 15 nucleotides close to the splice site. When normalized to a length of 1000 nucleotides, most SNPs were found in the 5’ splice sites. The fewest SNPs were localized within the alternative exon (Supplementary Figure S2A). Overall, NZO mice carry a significantly higher number of SNPs adjacent to alternatively spliced cassette exons when compared to the global SNP frequency (Figure 5B). We therefore hypothesized that these SNPs might lead either directly or indirectly to a change in splicing either by disrupting a splice site or by affecting RBP motifs. Indeed, 86 alternative splicing events which could impair binding of at least one of the RBPs mentioned above were identified. How a loss of binding sites of RBP can influence splicing is shown for *Akr1c12* (Aldo-keto reductase family 1, member C12) (Figure 5C). A SNP in a SRSF1 binding site in the NZO genome might be responsible for around 80% of the reduced exon inclusion in NZO islets. 

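*Akr1c12* lost use of a pair of coding exons in NZO islets. The exon of 168 nt from 4276229 to 4276396 on chromosome 13 of mm10 had a PSI of 0.117 in NZO and 0.998 in B6-ob/ob islets in the authors' deposited table, a ∆PSI of -0.881. For the exon of 110 nt from 4272929 to 4273038 on chromosome 13, the authors' deposited table gives 0.215 and 0.998, a ∆PSI of -0.784. Both have a probability of 1. The gene was also lower in NZO islets, with a log2 fold change of -3.31 (adjusted p = 6.36e-92) in the authors' deposited table. The SNPs and the binding sites are not analysed here.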

SRSF1 binding sites were identified to be enriched in downstream introns of alternative exons that are more often included in islets from NZO mice (Figure 5A). The total number of exon-skipping events was ~16,000 in NZO mice. 

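More tested cassette exons had a PSI under 0.9 in NZO than in B6-ob/ob islets, while the counts under 0.5 were close. Of 110932 tested cassette exons, the authors' deposited table has 11807 with a PSI under 0.9 in NZO and 8835 in B6-ob/ob islets. With a PSI under 0.5, it was 2933 and 2796. Of all tested exons, 79997 were lower in NZO islets by any amount (72.1%), most of them without passing the limits. For near-constitutive exons, with a mean PSI of at least 0.99, the direction differed with the level of the gene: lower in NZO islets were 98.6% of 728 such exons in genes with a log2 fold change of -1 or less, 83.9% of 8303 in genes with one between -0.1 and 0.1, and 8.75% of 743 in genes with one of at least 1. With the depth unknown, a difference in the number of reads cannot be told apart from one in exon use for these counts. The paper's text does not define the skipping events it counts.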

Disruption of this motif led to the opposite effect, enhancing exon skipping in NZO mice. However, only very few SNPs leading to enhanced inclusion were identified in islets from NZO mice, in accordance with the observation that NZO mice show more exon skipping in general. 

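Skipping was more frequent than inclusion among significant cassette exons of NZO islets. Large shifts to skipping occurred in genes with very different roles, such as *Cenpf* of the centromere and *Vps39* of vesicle fusion, and large shifts to inclusion in *Hyi* and *Alg6*. The share lower in NZO islets was 68.8% of the 468 (95% confidence interval 64.4 to 73.0, exact), and of the largest shifts, with a ∆PSI over 0.5, 39 of 56 (69.6%, two-sided exact binomial test, p = 0.00456). Among the other event types of the paper, 122 of 371 were lower (32.9%). Of exons with a mean PSI of 0.1 to 0.9 that were not significant, a background chosen after seeing the data, 59.9% of 7600 were lower (Fisher's exact test against the 468, p = 0.000117), but of all tested exons that were not significant it was 72.1%, from which the 468 did not differ detectably (p = 0.11). With the largest shift of each gene only, 275 of 390 exons were lower (70.5%, exact binomial test, p = 3.13e-16). By length, 47 of 65 exons of 31 to 60 nt, 107 of 149 of 61 to 100 nt, 109 of 176 of over 100 and up to 200 nt and 22 of 34 longer ones were lower. In a split chosen after the data were seen, 147 of 194 exons were lower in genes lower in NZO islets (75.8%) and 56 of 94 in genes higher in NZO islets (59.6%; Fisher's exact test of the difference, p = 0.00586), so the share moved with the direction of the gene.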

Whether the SNPs identified and discussed here directly affect the detected differences in splicing needs further proof. It is also possible that SNPs not located in splicing sites, but in genes encoding for splicing factors, impact splicing.

### 2.5. Polymorphisms in Splice Sites in Diabetes-Prone Mice

Besides the disruption or creation of RBP binding sites, mutations in canonical splice sites can result in splicing defects. Mutations in the 5’ splice site, for instance, often lead to exon skipping [35]. 

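Of the genes of Table S3, 120 had a tested event in the authors' deposited table, and 108 a significant one of the 4 types the paper counts. *Adgrf5*, the gene of an adhesion receptor, used an alternative 5' splice site of 54 nt, from 43404044 to 43404097 on chromosome 17, at a PSI of 0.763 in NZO and 0.449 in B6-ob/ob islets in the authors' deposited table. An exon of 53 nt in an untranslated region of *Atg7*, a gene of autophagy, from 114672791 to 114672843 on chromosome 6, had 0.27 and 0.0407, and an intron of the phosphatase gene *Dusp12*, from 170880227 to 170880572 on chromosome 1, 0.0589 and 0.25 in the authors' deposited table. In levels, the authors' deposited table gives a log2 fold change of 0.02 for *Adgrf5* (adjusted p = 0.902), 0.21 for *Atg7* (adjusted p = 0.155) and 0.37 for *Dusp12* (adjusted p = 0.00374). Of their significant events, 60 cassette exons were lower and 38 higher in NZO islets, 11 retained introns lower and 27 higher, 4 alternative 3' splice sites lower and 3 higher, and 8 alternative 5' splice sites lower and 13 higher. The share of cassette exons lower in NZO islets did not differ detectably from that in other genes, at 61.2% of 98 against 70.8% of 370 (two-sided Fisher's exact test, p = 0.0856). The study chose these genes for their events on these samples, and the SNPs themselves are not analysed here.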

We detected SNPs within or in close proximity to splice sites in 124 genes (Supplementary Table S3). Among these are important genes such as *Adgrf5* (Adhesion G protein-coupled receptor F5), also designated GPR116. The hepatokine FNDC4 binds to this receptor and promotes insulin signaling in adipocytes [36]. Similarly, the diabetes gene *Arl15* was described to improve insulin-mediated AKT phosphorylation in myotubes [37]. Short-term inhibition of the autophagy gene *Atg7* in β-cells improved their function [38]. Polymorphisms in the glucokinase-associated dual-specificity phosphatase 12 (*Dusp12*) are associated with T2D [39]. Pathway analysis of the 124 genes with SNPs potentially relevant for splicing indicated an enrichment in cell division processes, signal transduction and protein ubiquitination (Figure 5D, Supplementary Table S4), suggesting that genetically mediated splicing alterations can play a role in diabetes development that has been underestimated until now.

As we detected several diabetes-associated genes among those genes which carry SNPs in or in close proximity to the splice sites, we next mapped the 421 diabetes genes discovered by GWAS [40] onto the 730 alternatively spliced mouse genes. We detected 16 genes with differential splicing events in NZO and B6-ob/ob islets (Supplementary Figure S2B). Eleven of these 16 genes carry SNPs that might affect splicing (Table 1). 

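Of 46 genes of type 2 and monogenic diabetes with a tested event, 13 had a significant event of any type in the authors' deposited table (adjusted p = 0.0549 over 19 lists, two-sided Fisher's exact test). The authors' deposited table gives a ∆PSI of 0.784 for a polyadenylation site of *Nudt6* and 0.583 for a transcription start of the potassium channel gene *Kcnq1*. In levels, the authors' deposited table has 8 of the 52 measured genes higher and 24 lower in NZO islets (9 higher and 24 lower when adjusted over the list alone), with *Ankrd55* at 4.29 and the cell cycle inhibitor gene *Cdkn2a* at -1.54 on the log2 scale. This direction differed from that of all other called genes (adjusted p = 0.0234, two-sided Fisher's exact test), and markers of acinar cells (11 of 20 lower) and leukocytes (7 of 14 lower) also were more often lower than higher. The list holds the genes of Table 1, which the study picked on these samples, so its count of events is not independent evidence, and the list of GWAS genes of the paper is not used here. The paper's spliced genes come from 4 event types, and this count from all 8. The splicing share passed with a ∆PSI over 0.2 (26.1%, adjusted p = 0.00636) and for cassette exons alone (22.2%, adjusted p = 1.48e-05), and the direction of levels was lost with a log2 fold change of at least 1 (adjusted p = 0.55).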

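Events of the genes of Table 1 went both ways, with some exons skipped more often and others more included in NZO islets. The authors' deposited table gives a PSI of 0.23 in NZO and 0.647 in B6-ob/ob islets for an exon of the homeobox gene *Pbx4*, 0.566 and 0.862 for *Tpcn2*, the gene of a lysosomal channel, 0.107 and 0.478 for *Nudt6*, 0.138 and 0.423 for *Zfp945*, and 0.755 and 0.984 for the zinc finger gene *Myt1l*. More included in NZO islets in the authors' deposited table were an exon of *Arl15* with 0.615 and 0.106, one in the untranslated region of *Aktip* with 0.216 and 0.0606, and an intron of *Fbrsl1* with 0.29 and 0.114. In levels, the authors' deposited table has *Tpcn2* at a log2 fold change of -1.12, *Zfp945* at -1.07 and *Nudt6* at -0.40, all lower in NZO islets. No difference in level was detectable in the authors' deposited table for *Myt1l* at -0.10 (adjusted p = 0.635), *Aktip* at -0.02 (0.872), *Fbrsl1* at -0.09 (0.289) and *Arl15* at -0.06 (0.72). All 12 events of Table 1 passed both limits.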

Interestingly, screening for the loss of CpG sites which putatively affects expression by DNA methylation revealed eight genes, in which 1 to 15 CpG sites were deleted. We also screened databases for phenotypes of the corresponding knockout mice of the 11 genes. Eight knockout mice were listed in the MGI and IMPC databases (http://www.informatics.jax.org/phenotypes.shtml, accessed on 12 April 2021; https://www.mousephenotype.org/, accessed on 12 April 2021), and seven (*Abcc8, Aktip, Myt1l, Nrxn1*, *Ppcn2, Tcf7l2,* and *Tpcn2*) exhibited phenotypes with altered metabolic traits (Table 1).

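*Tcf7l2* encodes a transcription factor of Wnt signaling. Its coding exon of 69 nt, from 55755014 to 55755082 on chromosome 19 of mm10, had a PSI of 0.0822 in NZO and 0.63 in B6-ob/ob islets in the authors' deposited table (∆PSI -0.548, probability 0.978). Further along the gene, an exon of 144 nt on a noncoding transcript had 0.365 and 0.103, and an alternative 5' splice site of 12 nt had 0.929 and 0.619 in the authors' deposited table. The gene was lower in NZO islets, with a log2 fold change of -0.83 (adjusted p = 1.63e-07) in the authors' deposited table.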

Prominent examples are well-known diabetes genes such as *Tcf7l2* and *Abcc8* (also named *Sur1*). *Abcc8* carries a SNP close to the splice site of exon 34 that might lead to exon skipping (Figure 5E). *Abcc8* was also identified in a network of genes with alternatively spliced cassette exons, generated by Ingenuity Pathway Analysis (IPA) (Supplementary Figure S2B). Although the G to A mutation at the +3 position should promote base pairing with the U1 snRNA and support exon definition [41,42], both exons 33 and 34 of *Abcc8* were almost completely skipped in islets of NZO mice and included in islets of B6-ob/ob mice. 

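Inclusion of *Abcc8* exons 33 and 34 was near complete in B6-ob/ob islets and nearly lost in NZO islets, while every other exon measured as a cassette exon stayed above 0.9. *Abcc8* lies on the minus strand of chromosome 7 from 46104523 to 46180033 of mm10, and its transcript has 39 exons. Exon 33 (from 46108084 to 46108214 on chromosome 7) had a PSI of 0.0601 in NZO and 0.986 in B6-ob/ob islets in the authors' deposited table, and its PSI fell by 0.926. Exon 34 (from 46107238 to 46107316 on chromosome 7) had 0.0394 and 0.999 in the authors' deposited table, and its PSI fell by 0.959. Both have a probability of 1. In the authors' deposited table, 35 exons had a PSI as cassette exons, and the lowest of the other 33 was 0.91 in NZO and 0.99 in B6-ob/ob islets. An intron of 642 nt was kept more often in NZO islets, with 0.27 and 0.149, and a transcription start had 0.685 and 0.319 in the authors' deposited table. The level of the gene did not differ detectably, with a log2 fold change of 0.05 (adjusted p = 0.665) in the authors' deposited table. In the reference genome, exon 33 reads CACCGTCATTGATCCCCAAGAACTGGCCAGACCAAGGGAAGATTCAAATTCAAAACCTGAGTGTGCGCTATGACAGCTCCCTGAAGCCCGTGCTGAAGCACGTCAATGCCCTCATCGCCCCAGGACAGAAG and exon 34 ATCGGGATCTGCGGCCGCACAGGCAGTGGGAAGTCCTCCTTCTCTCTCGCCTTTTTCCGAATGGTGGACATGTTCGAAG.

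**Figure D3:**
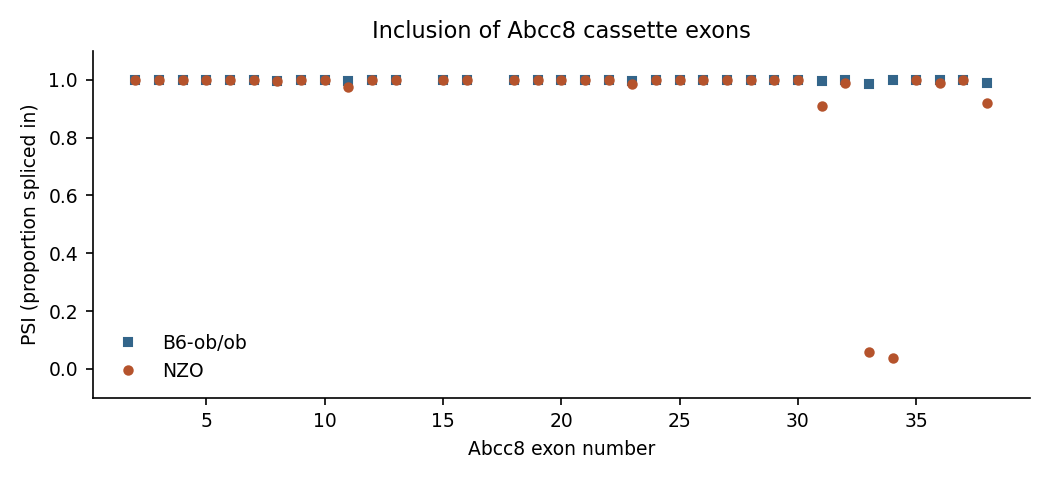
PSI of each cassette exon of *Abcc8* by exon number, on a scale from 0 to 1, in B6-ob/ob (squares) and NZO islets (circles), pooled over the mice of a strain. In NZO islets exon 33 lies at 0.0601 and exon 34 at 0.0394, and the other 33 exons lie at 0.91 or above.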

Disease-associated G to A mutations were found in other cases and were suggested to act in a context-dependent manner [43]. Besides other changes in the trans-acting environment that regulate the described splicing change, it is possible that the complex recognition of the two consecutive exons is inhibited by changing the second 5’ splice site. Skipping of a single one of these usually constitutive exons would induce a frameshift, whereas simultaneous skipping preserves the reading frame. Indeed, by splice-specific RT-PCR, only the skipping isoform (Δ33Δ34) was detected in RNA from NZO islets (Figure 5G), whereas overall gene expression of *Abcc8* was unchanged (Supplemental Figure S2C). 

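Exon 33 of *Abcc8* has 131 nt, which leaves 2 when divided by 3, and exon 34 has 79 nt, which leaves 1. Together they have 210 nt, a multiple of 3, so that transcripts without both lack 70 codons and keep the frame of the exons that follow. Taken as shares of the same NZO transcripts, the PSI of exons 33 and 34 leave at most 0.0996 with either exon, so at least 0.900 with neither, pooled over the mice. The paper states that skipping of either exon alone would shift the frame and skipping of both would keep it.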

*Abcc8* encodes a subunit of the ATP-dependent potassium channel that is required for glucose-stimulated insulin release from pancreatic β-cells [44,45]. Mutations in the human *ABCC8* gene are associated with T2D and are highly linked to the development of neonatal diabetes. Most of the described mutations in *ABCC8* are reported as missense mutations that affect the function of the potassium channel [46]. Only a few of the known mutations are associated with potential splicing defects. For instance, an SNP within intron 32 should result in the skipping of exon 33 [47]. This induces a frameshift, resulting in a protein with a shortened C-terminus. Such shorter variant was detected in hypothalamus, midbrain, heart and Min6 cells which exhibited altered electrophysiological activities. Skipping of both exons 33 and 34, as detected in NZO islets, would also affect the C-terminus of *ABCC8* and potentially alter the second intracellular nucleotide-binding domain (NBD2). There is a diabetes-associated human SNP (rs137852676) at the splice site of exon 34 in the human orthologue, similar to the SNP we identified in NZO mice. This SNP is reported as missense, but due its position exactly at the splice site, it is likely that it actually alters splicing patterns.

## 3. Discussion

Our systematic analysis of alternative splicing events in islets of Langerhans from two well-established obese mouse models differing in their diabetes susceptibility identified (i) altered expression of histone and chromatin modifiers, which could also affect splicing, (ii) a large number of slicing switches, including those of microexons, (iii) a higher degree of exon skipping in the diabetes-prone mouse, (iv) an enrichment of alterations in binding motifs of specific splicing factors, and (v) polymorphisms in putative splice sites. All these effects most likely contribute to the impaired expression and function of proteins involved in appropriate β-cell function and in the lack of compensation for a higher insulin demand under obese conditions during diabetes development. 

Dysregulated splicing is known to cause disease [35]; however, only limited knowledge exists on defective splicing in islets mainly linked to type 1 diabetes [17]. NZO and B6-ob/ob mice, which were both obese, insulin-resistant and normoglycemic on a carbohydrate-free diet, were fed a carbohydrate-containing diet for two days, resulting in elevated blood glucose levels and strong changes in the islet transcriptome in NZO mice [1,48]. Here, we took advantage of islet RNAseq data at this stage and identified a large number of divergent splicing events, mainly affecting cassette exons and intron retention. NZO islets exhibited a higher degree of exon skipping, which was experimentally confirmed for the diabetes gene *Abcc8*. Frame-preserving splicing changes may modulate protein functionality, e.g., by impairing protein–protein interactions, influencing the three-dimensional structure, changing the subcellular localization of the protein, downstream signaling and others.

Alternative splicing is particularly well-studied in neuronal development and brain function, and dysregulated splicing is linked to neurologic and neuropsychiatric disorders. As islet β-cells show a large overlap in the expression pattern and the secretory machinery of neurons, it is reasonable that we detected several similarities. First of all, NZO islets exhibited a lower level of microexon inclusions, which is at least partially caused by reduced expression of the splicing factor *Srrm4*. SRRM4 regulates most of the microexon splicing events and appears to be suppressed by elevated expression of miR-326-3p and miR-3547-3p, which theoretically target *Srrm4*. Microexons preserve the reading frame and insert only a few amino acids in loop regions of the corresponding protein and they are enriched on the surfaces of protein interaction domains [27]. Besides *Srrm4*, the expression of two other neuron-specific splicing factors, *Nova1* and *Rbfox2*, as well as the diabetes gene *Glis3*, which regulates splicing of *Bim3*, encoding an apoptosis protein, is lower in NZO than in B6-ob/ob islets. We believe that all these alterations contribute to β-cell failure and diabetes development of the NZO mice. 

Genetics are heavily linked to the susceptibility of T2D and the comparison of the NZO and B6-ob/ob genomes lead to the identification of several diabetes genes like *Lefty1*, *Apoa2*, *Pcp4l1* and others [2,48]. Similarly, at least about 120 changes in splicing of islet genes appear to be caused by polymorphisms, because we detected SNPs in or in close proximity to splice sites. This observation is limited to bioinformatic analysis of RNAseq data from only two different mouse strains and needs to be further proven. Nevertheless, the comparison of two mouse strains with different genotypes was already successful to identify a single SNP that has an impact on metabolic health in another context [49]. In addition to this, changes in microRNA expression as demonstrated for miR-326-3p and miR-3547-3p can affect key splicing regulators like *Srrm4*. Comparatively, the role of miRNAs in the regulation of alternative splicing of tau was investigated in the brain, and their changes were shown to associate with the development of Alzheimer’s disease [50]. One example is miR132, which directly targets the neuronal splicing factor PTBP2 (polypyrimidine tract-binding protein 2) [51].

In addition, epigenetic mechanisms, including histone modifications have an impact on alternative splicing. This is comprehensible because nucleosome density is higher over exons than introns [20]. Histone proteins were shown to interact with splicing factors (e.g., Rbfox2, Rbfox3, Sfpq) and changes in histone methylation impact alternative splicing of selected genes [52]. Numerous histone-modifying enzymes showed strong differences in their expression in NZO and B6-ob/ob islets. This can lead to overall differences in the expression pattern, but also in alterations of exon inclusion or exclusion from the mature mRNA. For the myeloid cell leukemia sequence 1 (*MCL1*) transcript for example, alternative splicing of exon 2 generates a protein which either prevents or supports cell death of human cancer cells. Inhibition of HDAC activity markedly reduced the occupancy of exon 2 by RNA polymerase II and some splicing factors [53].

In summary, our comprehensive analysis of islet RNAseq data of diabetes-resistant and -susceptible mice detected an enrichment of alternative splicing, in particular an elevated exon skipping and impaired microexon inclusion in islets from diabetes-susceptible mice. We believe that mis-splicing impairs protein function, and thereby contributes to the onset of diabetes, as is the case for other diseases [35]. Among the genes with affected splicing are well known diabetes genes such as *Abcc8* and *Tcf7l2*. However, further work is needed to support the suggestion that aberrant splicing not only affects islet transcript sequence and length, but also protein function required for insulin secretion, survival and integrity.

## 4. Material and Methods

### 4.1. Animals and Study Design

Animals were housed in an 22 ± 2 °C environment with a 12:12 h light:dark cycle and unlimited access to food and water. All animal experiments were approved by the ethics committee of the State Office of Environment, Health and Consumer Protection (Federal State of Brandenburg, Brandenburg, Germany). The approval number is: V3-2347-26-2014. The study was performed with male mice using an established feeding protocol as described previously [1]. Briefly, mice were kept on a carbohydrate-free diet until the age of 18 weeks, followed by two days of a carbohydrate-enriched diet. Finally, animals were sacrificed, and islets of Langerhans were isolated and processed for RNA-seq analysis. 

### 4.2. RNA Extraction and Sequencing

Total RNA from isolated islets (5 animals per group) was extracted using the miRNeasy Micro Kit from (QIAGEN, Hilden, Germany). RNAseq was performed by GATC on a Hiseq4000 system with 125 bp paired-end reads. All raw datasets of RNAseq results on which the conclusions of the paper rely will be publicly available repositories upon acceptance.

### 4.3. Splice Sensitive RT-PCR and qRT-PCR

For the validation of alternative splicing of *Abcc8*, another group of animals (4 NZO and 4 B6-ob/ob) were used for total RNA preparation. Subsequently, cDNA synthesis was conducted with M-MLV reverse transcriptase (M3683, Promega, Fitchburg, WI, USA) and *Abcc8*-specific reverse primer (R- 5′GATCTCCATGTCTGCCAGGT3′). The PCR forward primer located in Exon32 (5′ACCTGGCAGACATGGAGATC3′) and the reverse in exon 35 (5′GATCTCCATGTCTGCCAGGT3′ were used in 30 cycles. PCR products were determined with capillary electrophoresis by using the QIAxcel machine (QIAGEN, Hilden, Germany) according to the manufacturer’s instructions. Gene expression of *Srrm4* and *Abcc8* was measured by RT-qPCR and normalized to housekeeping genes *Ppia* and *Eef2* using specific probes (Taqman, ThermoFisher SCIENTIFIC, Waltham, MA, USA and Integrated DNA Technologies IDT, Coralville, IA, USA).

### 4.4. Bioinformatic Analysis

RNAseq data analysis for differential gene expression was performed using salmon and DESeq2. Alternative splicing analysis was performed using Whippet, and downstream processing was conducted using custom Python scripts. The ENSEMBL mm10 annotation was used in all processing steps, the list of microexons from Irimia et al. [27] was ported from mm9 using the liftOver tool. ggSashimi was used for visualization of Sashimi plots. For identification of SNPs between B6-ob/ob and NZO and calculation of SNP frequencies, the annotation from Sanger was used. Rmaps2 was used for the identification of enriched RBP motifs against a background of all alternative mouse exons. Kyoto Encyclopedia of Genes and Genomes (KEGG) analysis was performed by using DAVID. Network analysis was obtained with Ingenuity Pathway Analysis (IPA) (QIAGEN, Hilden, Germany).

## Figures and Tables

**Figure 1:**
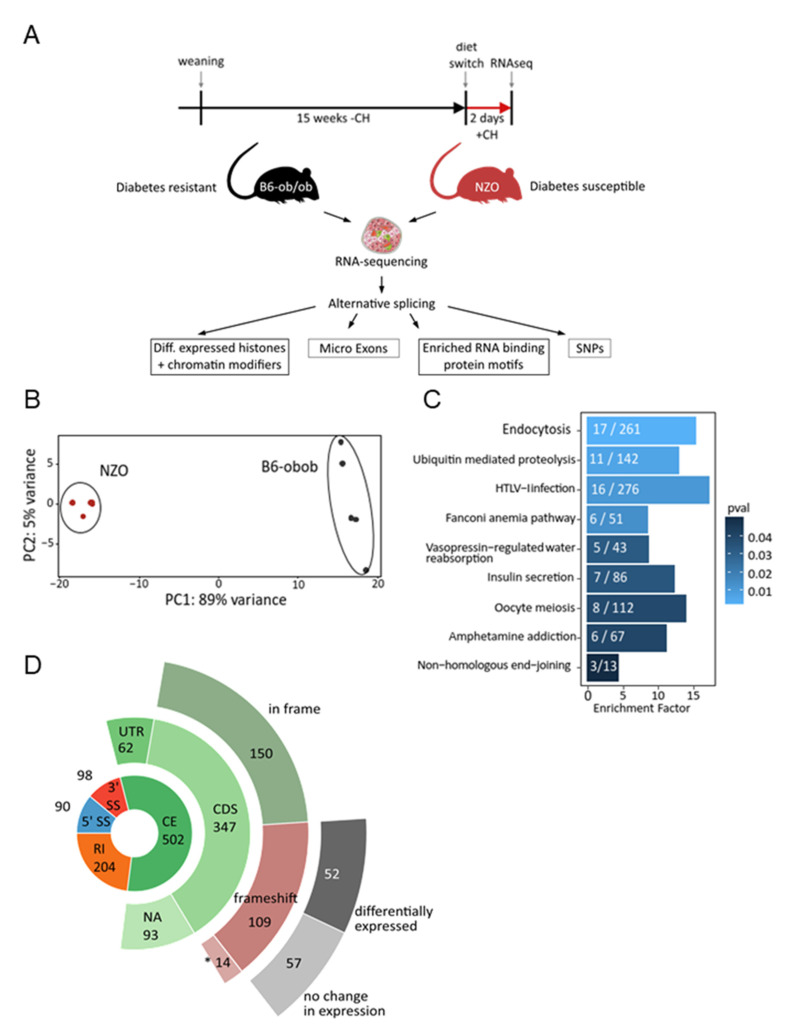
Alternative splicing in islets of NZO and B6-ob/ob mice. (**A**) Feeding regimen of B6-ob/ob and NZO mice, study design, and strategy of screening for alternative splicing. RNAseq analysis was performed after 2 days feeding with carbohydrates (+CH). (**B**) Principal component analysis of RNAseq data. (**C**) KEGG-pathway analysis of alternatively spliced genes. White numbers in bars indicate number of genes. (**D**) Donut plots of identified alternative splicing events and their respective consequences. 5′ ss = alternative 5′ splice site, 3′ ss = alternative 3′ splice site, CE = cassette exon, IR = intron retention. UTR = untranslated region, CDS = coding sequence, NA = not annotated. * Fourteen events have multiple differential exons that might rescue the frame shift.

**Figure 2:**
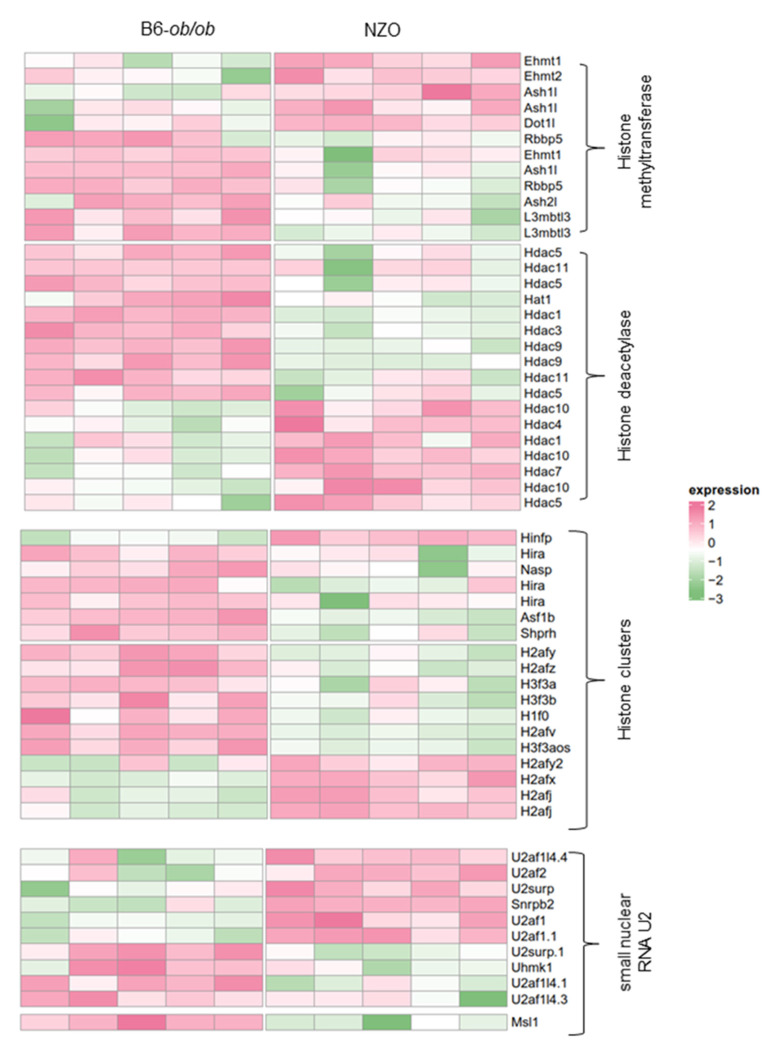
Differential expression of histone and chromatin modifiers. Heatmaps showing expression levels of the indicated genes. Each column represents the individual expression level in islets of B6-ob/ob and NZO mice; each row shows the expression profile of one single transcript with significant differences. Up- and downregulated genes are indicated by light pink and light green signals, respectively; the signal intensity corresponds to the log-transformed scaled magnitude of the individual FPKM (Fragments Per Kilobase Million) levels. Five animals were used per group to perform Welch test.

**Figure 3:**
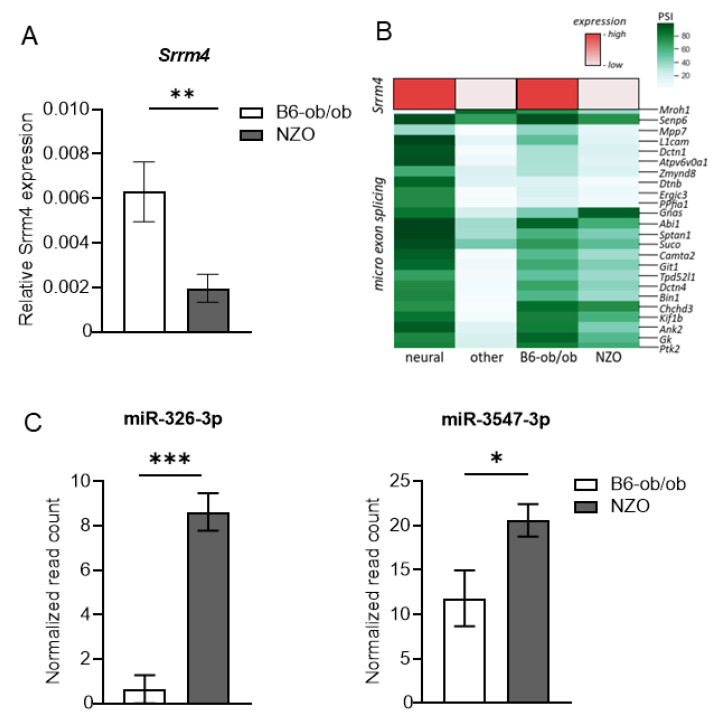
Dysregulated splicing of microexons. (**A**) Relative expression of *Srrm4* in islets of male B6-ob/ob and NZO mice (*n* = 4) analyzed by qRT-PCR. Data are shown as mean ± SD, Student’s *t*-test with Welch’s correction. (**B**) Relative expression of *Srrm4* from our and published data [27]. RNAseq data shown in red. Analysis of genes containing spliced microexons as listed in [27] in different tissues and islets of Langerhans from B6-ob/ob and NZO male mice represented in green. PSI = percent spliced in. (**C**) Elevated expression of miR-326-3p and miR-3547-3p in islets of NZO. Data extracted from miRNA-seq data from [29].* *p* < 0.05; ** *p* < 0.01; *** *p* < 0.001.

**Figure 4:**
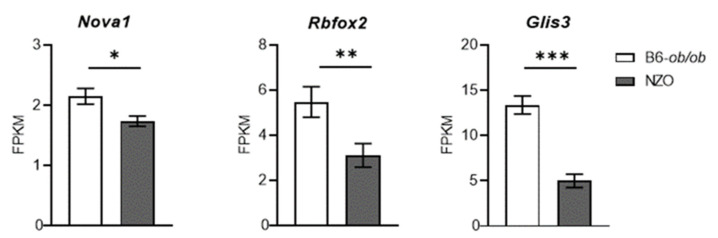
Differential expression of neuron specific splicing factors and the diabetes gene *Glis3*. Expression of *Nova1*, *Rbfox2*, and *Glis3* of islets from B6-ob/ob and NZO mice was detected by RNAseq. * *p* < 0.05; ** *p* < 0.01; *** *p* < 0.001.

**Figure 5:**
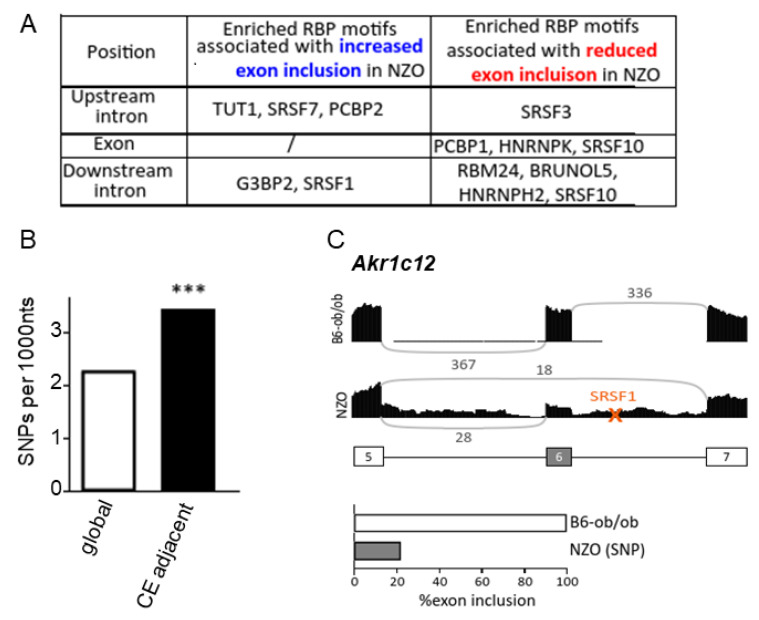

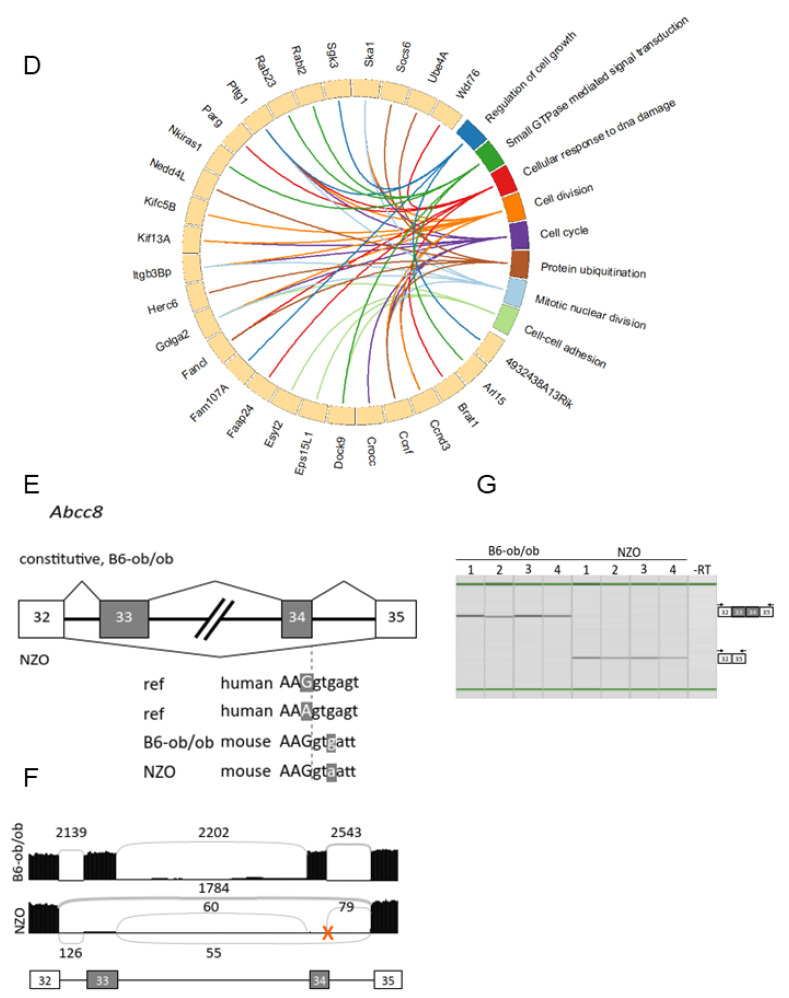
Impact of SNPs on alternative splicing. (**A**) Enrichment of RBP motifs in or close to differentially spliced exons and the predicted consequence for exon inclusion. (**B**) Enrichment of SNPs affecting cassette exon (CE) splicing. Bar graph summarizing the global SNPs frequency vs. SNPs located in close proximity to CE *** *p* ≤ 0.001, chi^2^ test. (**C**) Schematic illustration of a SNP in a SRSF1 binding site downstream of an alternative exon in *Akr1c12*. This polymorphism leads to enhanced skipping in islets from NZO mice. Sashimi plot and quantification are shown below. The numbers above the lines indicate the raw sequencing reads. Orange “X” marks the approximate position of RBP motif-changing SNPs. A simplified exon-intron structure is shown below the Sashimi plot. (**D**) Circos plot summarizing results of the gene ontology analysis of genes carrying SNPs in or in proximity to splice sites. Each line relates a gene to the indicated pathway, with each color representing one biological process. For example, green lines depict the connection to small GTPase mediated signal transduction pathway. (**E**) Schematic presentation of the *Abcc8* exons 33 and 34 of splicing in B6-ob/ob (top) and NZO islets (bottom). Illustration of SNPs (highlighted in grey) in proximity of the splice site in the human or mouse B6-ob/ob and NZO sequence. Capital letters indicate exonic bases, small letters indicate intronic bases. Dashed grey line represents exon/intron boundary. (**F**) Sashimi plot of *Abcc8* from B6-ob/ob and NZO islets showing raw sequencing reads above a simplified exon-intron structure. Orange “X” marks the approximate position of SNPs in the NZO sequence. (**G**) Results of splice sensitive RT-PCR with RNA from islets of 4 B6-ob/ob and NZO mice separated on a QIAxcel machine. Green lines indicate the alignment marker. Arrows above simplified exon structure indicate primer localization.

**Table 1:** In silico analysis of genes with differential splicing events in NZO islet and described in T2D GWAS analysis.

Gene	Type	Psi_NZO	Psi_obob	DeltaPsi	Probability	Category	Log2FC	*p*-Value	Expression Change	#snps Intronic Upstream	#snps 3 Prime ss Adjacent	#snps Exonic	#snps 5 Prime ss Adjacent	#snps Intronic Downstream	#snps Total	#CG	Phenotypes
*Abcc8*	CE	0.039	0.999	–0.959	1	strong exclusion	–0.14	6.35 × 10^–3^	not significant	0	0	0	1	0	1	6	Impaired glucose tolerance
*Tcf7l2*	CE	0.079	0.629	–0.551	0.98	strong exclusion	–0.71	1.52 × 10^–5^	significant	1	0	0	0	1	2	3	Incomplete penetrance (HOM), decrease total body fat
*Pbx4*	CE	0.237	0.647	–0.410	0.95	moderate exclusion	–1.29	7.82 × 10^–4^	significant	1	0	0	0	5	6	3	Not tested
*Nudt6*	CE	0.104	0.488	–0.385	0.952	moderate exclusion	0.13	3.01 × 10^–1^	not significant	11	2	0	1	5	19	0	Not tested
*Tpcn2*	CE	0.562	0.863	–0.301	0.909	moderate exclusion	–1.26	5.51 × 10^–11^	significant	1	0	0	0	7	8	3	Increased circulating triglyceride level
*Zfp945*	CE	0.143	0.424	–0.281	0.919	moderate exclusion	–0.66	1.45 × 10^–5^	significant	0	0	0	0	2	2	3	Not tested
*Myt1l*	CE	0.746	0.984	–0.238	0.995	moderate exclusion	–0.05	5.68 × 10^–1^	not significant	6	3	3	1	14	27	0	Decreased circulating glycerol level
*Aktip*	CE	0.217	0.061	0.155	0.995	moderate inclusion	–0.02	7.07 × 10^–1^	not significant	1	0	1	0	4	6	0	Decreased subcutaneous adipose tissue amount, decreased total body fat amount, decreased body weight
*Fbrsl1*	RI	0.295	0.114	0.180	0.982	moderate inclusion	0.13	1.69 × 10^–1^	not significant	1	0	1	0	2	4	15	Preweaning lethality, incomplete penetrance (HOM)
*Nrxn1*	CE	0.908	0.568	0.340	0.975	moderate inclusion	–2.29	3.09 × 10^–61^	significant	1	0	0	0	0	1	1	Decreased fasting circulating glucose level, impaired glucose tolerance, decreased circulating HDL cholesterol level, decreased body fat amount, decreased circulating cholesterol level
*Nrxn1*	CE	0.917	0.569	0.348	0.979	moderate inclusion	–2.29	3.09 × 10^–61^	significant	1	0	0	0	1	2	0	Decreased fasting circulating glucose level, impaired glucose tolerance, decreased circulating HDL cholesterol level, decreased body fat amount, decreased circulating cholesterol level
*Arl15*	CE	0.613	0.103	0.510	0.995	strong inclusion	–0.17	3.31 × 10^–2^	not significant	5	1	0	0	4	10	1	Preweaning lethality, complete penetrance (HOM)

## Supplementary Materials

Supplementary Materials can be found at https://www.mdpi.com/article/10.3390/ijms22168597/s1.

## Abbreviations

NZO	New Zealand obese
RBP	RNA binding protein
SNP	single nucleotide polymorphism
ss	splice site
PSI	percent spliced in
nts	nucleotides
SR	serine (S) arginine (R) repeat rich proteins
hnRNP	heterogeneous nuclear ribonucleoprotein

How the deposited data were processed for this re-analysis (not part of the article)

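The samples are islets of 5 NZO mice (replicates 1, 2, 3, 5 and 10) and 5 B6-ob/ob mice (replicates 6, 7, 8, 9 and 11), each with its own RNAseq library. They were mapped to the strains from the sample labels and the paper's methods. The submitters' processing notes name Salmon, DESeq2 and mm10, and the paper adds Whippet, with custom Python scripts by its authors. No versions are given in the sources used here.

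The files used here hold the authors' comparisons, with no column of values per sample. The gene table deposited by the authors holds for each gene a mean signal (the count normalized by DESeq2 size factors, averaged over all libraries), a log2 fold change and an adjusted p-value from DESeq2. The splicing table deposited by the authors holds for each event the PSI of each strain as a fraction (proportion spliced in, replicates pooled by Whippet), the ∆PSI and a probability. The deposited sheet of significant genes holds 2849 genes, all with an absolute log2 fold change of at least 1, and that of significant events holds 2818 events, the ones that pass both limits over all 8 event types. The ∆PSI equals the PSI of NZO minus that of B6-ob/ob islets within 1e-05. The log2 fold change of the file is positive for genes higher in B6-ob/ob islets and was turned to NZO relative to B6-ob/ob.

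Since there are no values per mouse, no model was fitted, and the depth per sample is unknown. The authors' adjusted p from DESeq2 and their probability from Whippet were used as deposited. Events of a gene are not independent, nor are genes of a list, and the p-values below treat them as if they were. The cassette exon, retained intron and alternative 3' and 5' splice site counts follow the paper's limits of 0.1 for the absolute ∆PSI and 0.9 for the probability. Shares were tested with a two-sided exact binomial test against 50%, with 95% exact confidence intervals that cover counting error only. Differences between shares were tested with the two-sided Fisher's exact test. Events and their genes were counted by gene identifier, so that 551 of 110932 tested cassette exons, and 2 of the 468 significant ones, repeat the coordinates of another. Exon lengths come from the coordinates of the deposited table, and exons were placed on coding sequence, untranslated regions or noncoding transcripts of GENCODE M21, which names 99.4% of the genes with an adjusted p.

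Gene lists (19) and cell type marker lists (11), the limits, the tests, the rule for the genes named and most alternatives were fixed before the data were examined. The lists are beta cell identity and function, beta cell disallowed and dedifferentiation genes, unfolded protein response, insulin secretion and exocytosis, cell cycle, SR proteins, hnRNPs, tissue-specific splicing factors, U2 factors, histone deacetylases, acetyltransferases, methyltransferases and demethylases, histones and chaperones, interferon response, primary cilium, endocytosis, ubiquitin-mediated proteolysis, and diabetes genes. The markers are of beta, alpha, delta, PP, acinar, ductal and endothelial cells, leukocytes, stellate cells and fibroblasts, Schwann cells and neurons, and erythrocytes. For each list, the balance of lower and higher called genes was compared with all other called genes, and the share of genes with a significant event of any type with all other genes with a tested event. The background of the latter is 13698 genes, 1747 of them with a significant event (12.8%). The p-values were adjusted by Benjamini-Hochberg over the lists. As the gene table has no unadjusted p, an upper bound was recovered from the adjusted p and its rank for the counts adjusted over a list alone. Tested on simulated data, the recovered p gave 16 calls in a list of 40 where the known p gave 16, and 8 of 200 unbiased lists passed the direction test at 0.05.

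The genes named are drawn from those the paper names in its text, Fig. 2, Fig. 4, Table 1, Table S2 and the examples of Table S3, the 10 largest log2 fold changes each way among genes with an adjusted p under 0.05 and a mean normalized count of at least 100, the 10 cassette exons and 5 retained introns with the largest ∆PSI each way at a probability of at least 0.95, and up to 4 members of each list by log2 fold change and by ∆PSI. Values of Table 1, Table S1 and Table S2 had been read before this rule was written. Any gene outside it is named as chosen after its values were seen. The alternatives were a ∆PSI over 0.2, a probability over 0.95, the authors' sheets of significant genes and events, 1 event per gene, microexons of 3 to 27 nt, an adjusted p under 0.01, an absolute log2 fold change of at least 1, a mean normalized count of at least 10, fold changes centred on the median, and cassette exons alone.

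SNPs, binding motifs, microRNAs, other tissues and the PCR experiments are not analysed here. The work used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.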

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

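Of the tests given here, those on near-constitutive exons, on introns with a mean PSI over 0.5 and on microexons that were not significant were set before their result was seen, and those on pseudogene parents, exons by mean PSI, genes with SNPs, exons and introns against those not significant, exons by gene direction, endocrine markers and *Srrm4* were chosen after it was seen.

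Among genes with a mean normalized count of at least 100 in the authors' deposited table, 28 of the 46 genes higher in NZO islets by a log2 fold change of at least 5 are pseudogenes (60.9%), as are 7 of the 17 lower by as much (41.2%), against 151 of 11774 tested genes (1.28%), a signal in genes the paper did not analyse. At any mean count, 16 pseudogenes with a log2 fold change of at least 5 either way, 14 higher and 2 lower in NZO islets, had a called parent gene of the same name, and all 14 of these parents ran opposite to the pseudogene (exact binomial test, p = 0.000122; 4 of the parents belong to pseudogenes with a count of at least 100), as with *Rps18-ps3* at 9.32 and *Rps18* at -4.51 in the authors' deposited table, named after their values were seen. Separate strain differences in the transcription of pseudogene and parent would leave about as many parents on each side, and that p argues against this for the set. Reads of one strain that match a near-identical copy better than the parent in the reference genome may account for the pairs of these 14 parents, as a hypothesis. Of 76 ribosomal protein genes, whose median log2 fold change was 0.22, 7 were lower by at least 2 (*Rpl21*, *Rpl26*, *Rpl29*, *Rpl35a*, *Rplp0*, *Rps18* and *Rps7*), and which of them reflect read placement stays open.

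Significant cassette exons were mostly lower in NZO islets and significant introns mostly higher, at 155 of 197; against events that were not significant, exons did not differ detectably (68.8% against 72.1% lower, p = 0.11) but did from those of mean PSI 0.1 to 0.9 (59.9%, p = 0.000117), and introns differed (21.3% against 36.3% lower, p = 1.01e-05, Fisher's exact tests). PSI pulled towards the middle by fewer NZO reads would, if acting alone, raise exons with a mean PSI of 0.1 to 0.5 and lower introns with one over 0.5. The values ran the other way, with 102 of 145 such exons lower (p = 1.05e-06) and 30 of 44 such introns higher (p = 0.0226, exact binomial tests against an even split). They argue against such a pull as the only cause. An even split is not the background, as 59.9% of exons and 36.4% of introns of mean PSI 0.1 to 0.9 that were not significant were lower. A smaller pull beside another shift is therefore not excluded. Loss of NZO reads at variants cannot be told apart, since between genes with SNPs near splice sites and others the differences are too small to decide, with exons lower in 61.2% and 70.8% (p = 0.0856) and introns higher in 71.1% and 80.5% (p = 0.269, Fisher's exact tests). For near-constitutive exons the number of reads in each strain may set the direction, as 98.6% were lower in genes lower by a log2 fold change of at least 1 and 8.75% in genes higher by as much, though 83.9% of 8303 were also lower where the log2 fold change lay between -0.1 and 0.1, which the level of the gene leaves unexplained while the depth is unknown. Significant exons were lower in 75.8% where the gene was called lower and in 59.6% where it was called higher (Fisher's exact test, p = 0.00586), and a strain difference in splicing itself stays open for the significant exons and introns, untested beyond these values.

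Among significant microexons, 37 of 44 were lower in NZO islets. Of 17 called endocrine markers, 14 were higher in NZO islets (exact binomial test, p = 0.0127, which treats the markers as independent). A lower share of endocrine cells would lower their markers if the level per cell stayed the same. Bulk values mix share and level, so these show no sign of a lower share but cannot exclude it. Poorer matching of short exons in NZO reads cannot be told apart, since microexons that were not significant were lower in 58.1% and longer exons in 60.0% (Fisher's exact test, p = 0.584), a difference too small to decide. The lower level of *Srrm4*, at -0.37 (adjusted p = 0.00141), is a candidate explanation that stays open, as a hypothesis tested on that level alone, while its paralog *Srrm3* was higher, at 0.38 (adjusted p = 0.00509), in the authors' deposited table.

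The following are signals in event types or genes the paper did not analyse. The authors' deposited table holds 1276 significant tandem polyadenylation sites in 748 genes, of which 660 were lower and 616 higher in NZO islets. It also holds 604 tandem transcription start sites in 341 genes, with 290 lower and 314 higher. Tandem sites of a gene share its transcripts, so that one rises where another falls, as with the starts of *Abcc8* at 0.366 and -0.366. A near-even split is thus partly built in for these 2 types, and no direction can be tested on it. Of alternative first exons, 59 were significant, 34 lower and 25 higher (exact binomial test, p = 0.298). Of alternative last exons, 40 were significant, 14 lower and 26 higher (exact binomial test, p = 0.0807). Of 27 genes of the unfolded protein response, 20 were higher in NZO islets. Of 30 interferon response genes, 24 were lower. Of 35 cell cycle genes, 30 were lower. Of 20 acinar cell markers, 11 were lower.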

How the results depend on the processing

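The comparisons with non-significant exons of mean PSI 0.1 to 0.9, with exons that are not significant, with exons of mean PSI 0.1 to 0.5 and without pseudogenes were chosen after seeing the data. No paired analysis was possible because the replicate numbers of the strains differ and the files used hold no values per sample; for the latter reason, leaving out each replicate in turn and the edgeR alternative were not run, and the depth, which limits the precision of each PSI, is unknown. The share of cassette exons lower in NZO islets stayed past the test against an even split at 65.0% to 70.5% with a ∆PSI over 0.2, a probability over 0.95, 1 exon per gene and a mean PSI of 0.1 to 0.5. Its 68.8% lay over the 59.9% of exons of mean PSI 0.1 to 0.9 that were not significant (Fisher's exact test, p = 0.000117), but under the 72.1% of all tested exons that were not, where it reversed and did not pass (p = 0.11); these include the near-constitutive exons, and the cause was not tested. Microexons lower in NZO islets were 76.9% with a probability over 0.95 (exact binomial test, p = 0.00936) and 82.9% for 3 to 27 nt (p = 0.000117). Lengths divisible by 3 were 45.9% with a probability over 0.95 (Fisher's exact test, p = 0.0333), 50.5% with 1 exon per gene and differed from exons of mean PSI 0.1 to 0.9 (44.9%, p = 0.0277). Fewer events pass stricter limits by construction: with a ∆PSI over 0.2, 490 events in 413 genes, and with a probability over 0.95, 499 in 420. With a ∆PSI over 0.2, the share divisible by 3 was 45.4% (Fisher's exact test, p = 0.0565) and that of microexons lower 73.7% (p = 0.0636). The excess of microexons over longer exons, 16.9 points, was 9.37 with a ∆PSI over 0.2 (Fisher's exact test, p = 0.465), 11.6 with a probability over 0.95 (p = 0.279) and 15.2 for 3 to 27 nt (p = 0.0861). A log2 limit of 1, and the authors' sheet, left 2849 genes and 2 of 19 lists past the direction test (7 without the limit). Spliced genes with a mean count of at least 10 were differentially expressed in 60.4% (Fisher's exact test, p = 0.0824, against 0.00137 with an adjusted p under 0.01 and 8.03e-08 with a log2 limit of 1). Lists with an excess of spliced genes were 2 with a ∆PSI over 0.2, 0 with a probability over 0.95 and 2 for cassette exons alone (1 in all events). The direction of called members turned for deacetylases with an adjusted p under 0.01 (57.1% lower) and for endocytosis (50% lower); with a log2 limit of 1, and in the authors' sheet, it turned for deacetylases (100% lower), insulin secretion (33.3%), cilium (0%) and ubiquitin genes (66.7%), and 4 of 19 lists (SR proteins, hnRNPs, U2 factors and acetyltransferases) had no called member, which ended the call of SR proteins. The share of spliced genes turned against the background with a ∆PSI over 0.2 for cell cycle (9.09%), U2 factors (5%) and acetyltransferases (8.33%); with a probability over 0.95 for cell cycle (9.09%), tissue-specific splicing factors (3.70%), demethylases (5.26%) and histones (5%); and for cassette exons alone for hnRNPs, deacetylases, acetyltransferases and histones (0% each), methyltransferases (2.94%) and cilium (2.78%). None of these turned shares or directions had passed its test, apart from the direction of cilium genes; the cause was not tested where it is not the smaller number of events or genes. Of 207 named genes, 192 kept their status, called or not called, with an adjusted p under 0.01 and 129 with the log2 limit. Of 154 named events, 113 kept theirs with a ∆PSI over 0.2 and 108 with a probability over 0.95. Genes and events that were not called under either limit count as kept. Centring (median -0.000591), a mean count of at least 10 (371 called list members, as without it) and leaving out pseudogenes (370) move almost none of the list members, so that they say nothing about how stable the list directions are.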

Differences from the paper's values

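No test in this part was chosen after a result was seen. With no error between replicates in the files used, a value is listed where its sign is opposite or where one value is over 1.5 times the other. The paper's Fig. 1D gives about 93 cassette exons, read by eye, as not annotated, which are all those outside coding sequence and untranslated regions. Here 0 lay outside annotated transcripts, and 38 lay on noncoding transcripts alone, a class the figure does not show, so that the classes are unlike; no alternative bears on them. Log2 fold changes of Table 1 that the paper prints as negative are given here with the sign turned, as B6-ob/ob relative to NZO. For *Abcc8*, the paper's value is then 0.14, and the authors' deposited table gives -0.0463. For *Zfp945*, it is 0.66 in the paper and 1.07 in the authors' deposited table, for *Myt1l* 0.05 in the paper and 0.0967, and for *Arl15* 0.17 in the paper and 0.0576. As NZO relative to B6-ob/ob, the paper's value is 0.13 for *Nudt6*, where the authors' deposited table gives -0.40, and 0.13 for *Fbrsl1*, where it gives -0.0947. Centring, the alternative set before the data were examined that moves fold changes, bears on none of these 6, since the median of all tested genes is -0.000591. For *Abcc8*, *Myt1l*, *Fbrsl1* and *Arl15*, Table 1 marks the change as not significant. None of them was called in the authors' deposited table, so neither source gives a called change for them. Table 1 marks *Nudt6* as not significant as well, while the authors' deposited table has it lower in NZO islets, at -0.40. In Table S2, the paper's ∆PSI of *Gnas* is 0.450 against 0.199 in the authors' deposited table, and its PSI of *Bin1* is 0.373 in NZO and 0.577 in B6-ob/ob islets against 0.181 and 0.325, with no alternative for these.

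The paper states that *Nova1* is lower in NZO islets (about 0.81 of B6-ob/ob in Fig. 4, read by eye), while the authors' deposited table gives a ratio of 1.03 (adjusted p = 0.868). *Rbfox2*, at 0.706 (about 0.56 in Fig. 4), and *Glis3*, at 0.366 (about 0.38 in Fig. 4), go in the paper's direction. From Fig. 2, 38 genes were read by eye, fewer than the paper counts. Of the 31 measured ones shown in a single direction, 15 were called in the direction of the figure and 14 were not past the threshold. The other 2, *H2afj* and *Snrpb2*, were called in the opposite one. The figure rests on a Welch test of FPKM, and the calls here on the adjusted p from DESeq2. The paper gives around 60% of deacetylases and methyltransferases as lower; of the 10 called among the 16 read from these panels of Fig. 2, 7 were lower here (70%), and of the 35 called in the wider lists of 55 genes 51.4%, at an adjusted p under 0.05 where the paper's text names no threshold.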

Other observations

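All lists here were fixed before the data were examined, but the chromatin lists hold genes of Fig. 2, whose directions in the figure had been seen; no test in this part was chosen after a result. Genes of the unfolded protein response were higher in NZO islets. Of 27 measured, the authors' deposited table has 20 higher and 1 lower (21 higher and 1 lower when adjusted over the list alone; adjusted p = 6.7e-05, two-sided Fisher's exact test against all other called genes), among them *Ddit3*, the gene of the stress transcription factor CHOP, with a log2 fold change of 1.32, *Trib3* with 1.25 and *Ppp1r15a*, which encodes a phosphatase subunit acting on eIF2, with 1.02. Cell cycle genes were lower, with 30 of 35 lower and 2 higher (31 lower and 2 higher when adjusted over the list alone; adjusted p = 4.74e-06); the mitotic genes *Bub1* at -2.14, *Bub1b* at -1.98, *Kif11* at -1.94 and *Mki67* at -1.90 led in the authors' deposited table. Interferon response genes were lower too, with 24 of 30 lower and 2 higher (the same counts when adjusted over the list alone; adjusted p = 6.7e-05), and the antiviral genes *Mx2* at -5.00, *Ifit3* at -4.97, *Rsad2* at -4.22 and *Oas2* at -4.01 led in the authors' deposited table. Markers of acinar cells (11 of 20 lower) and of leukocytes (7 of 14 lower) also were more often lower than higher. Those of beta cells (4 higher, 1 lower), alpha cells (6 and 1), endothelial cells (6 and 0) and stellate cells and fibroblasts (5 and 0) were more often higher. With a log2 fold change of at least 1, the call of the unfolded protein response was lost (4 higher and 0 lower, adjusted p = 0.194).

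Of 35 genes of the primary cilium, 18 were lower and 3 higher in NZO islets (the same counts when adjusted over the list alone; adjusted p = 0.0071), with *Rpgrip1l* at -0.99, *Crocc* at -0.98 and *Dync2h1* at -0.97 but *Cys1* at 2.06 in the authors' deposited table; acinar markers went the same way, and with a log2 limit of 1 only *Cys1* was called. Of 29 genes of beta cell identity and function, 12 were higher and 9 lower (13 higher and 9 lower when adjusted over the list alone; adjusted p = 0.646). In the authors' deposited table, the transcription factor gene *Mafa* was at 2.90, the channel gene *Trpm5* at 2.89, *Ero1lb* at 1.12 and *Isl1* at -1.27. Of 16 genes that mature beta cells keep low or that mark dedifferentiation, 5 were higher and 2 lower (5 higher and 3 lower when adjusted over the list alone; adjusted p = 0.448), with *Sox9* at 2.39, *Cck* at 1.82 and *Neurog3* at -3.17 in the authors' deposited table. Of 13 SR proteins, 6 were higher, none lower and 7 not past the threshold (the same counts when adjusted over the list alone; adjusted p = 0.0394), and the authors' deposited table gives 0.68 for *Srsf7*, 0.62 for *Srsf2*, 0.52 for *Srsf3* and 0.43 for *Srsf11*; with a log2 limit of 1, no SR protein was called. Of 23 hnRNPs, 9 were higher and 6 lower (9 higher and 8 lower when adjusted over the list alone; adjusted p = 0.609), with *Hnrnpc* at 0.55, *Hnrnpl* at -0.40, *Pcbp1* at 0.39 and *Hnrnpdl* at 0.34 in the authors' deposited table. The strains also differed in *Lefty1* at -10.01, *Apoa2* at -2.35 and *Pcp4l1* at -3.78 in the authors' deposited table.

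Splicing of these lists did not differ detectably from other genes (adjusted p from 0.415 to 0.793, two-sided Fisher's exact test), with a significant event in 5 of 24 beta cell identity genes with a tested event, 0 of 14 disallowed genes, 2 of 27 of the unfolded protein response, 3 of 33 of the cell cycle, 3 of 13 SR proteins, 5 of 21 hnRNPs, 6 of 27 of the interferon response and 7 of 36 of the cilium. The chromatin lists gave 4 of 18 deacetylases (adjusted p = 0.435), 2 of 12 acetyltransferases (0.793), 9 of 35 methyltransferases (0.173), 3 of 19 demethylases (0.793) and 3 of 20 histones and chaperones (0.793), by the same test. Large shifts in the authors' deposited table were those of an alternative 3' splice site of *Mx2*, with a PSI of 0.93 in NZO and 0.0589 in B6-ob/ob islets, and of transcription starts of *Srsf2*, with 0.965 and 0.0262, of *Srsf1*, with 0.166 and 0.79, and of the cilium gene *Ttc8*, with 0.903 and 0.0236. These concern short stretches, of 2 nt in *Mx2*, 22 nt in *Srsf2*, 7 nt in *Srsf1* and 38 nt in *Ttc8*.

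Among cell type markers, no list differed in direction from all other called genes at an adjusted p under 0.05 over the 11 lists (two-sided Fisher's exact test), none differed in splicing (lowest adjusted p = 0.845), and counts adjusted over the list alone are the same unless given. Of 9 beta cell markers, 4 were higher and 1 lower in NZO islets, and the authors' deposited table gives 1.03 for *Ins1*, 0.68 for *Ins2* and 0.93 for *Slc2a2*. Of 8 alpha cell markers, 6 were higher and 1 lower, with *Gcg* at 1.33, *Irx1* at 1.02 and *Gc* at -1.33. Of 5 delta cell markers, 2 were higher and 1 lower, with *Sst* at 0.63, *Rbp4* at 1.09 and *Ghsr* at -1.80. Both markers of PP cells were higher, *Ppy* at 0.58 and *Pyy* at 0.62 in the authors' deposited table. Acinar markers had a median of -2.94 (adjusted p = 0.0699), with *Sycn* at -4.30, *Cel* at -4.04, *Cela3b* at -3.69 and *Ctrl* at -3.39 in the authors' deposited table. Of 10 ductal markers, 4 were higher and 3 lower, with *Krt19* at 4.33, *Onecut1* at 4.07 and *Spp1* at -4.36. Of 10 endothelial markers, 6 were higher and none lower (adjusted p = 0.0798), with *Cldn5* at 2.21 and *Plvap* at 0.42 in the authors' deposited table. Of 14 leukocyte markers, 3 were higher and 7 lower, with *Cd79a* at -3.50, *Ptprc* at -1.34 and *C1qa* at 1.24. Of 11 stellate cell and fibroblast markers, 5 were higher and none lower (5 higher and 1 lower when adjusted over the list alone), with *Rgs5* at 1.28 and *Lum* at 1.09. Of 9 Schwann cell and neuron markers, 3 were higher and 1 lower, with *Sox10* at 1.39 and *Nefm* at -0.64 in the authors' deposited table. Of 3 measured erythrocyte markers, *Hba-a1* was at 1.87 and *Hba-a2* at -1.46 in the authors' deposited table.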
